# Depletion of macrophages during early postnatal development leads to disrupted tooth root development and altered Gli1⁺ MSC trajectory

**DOI:** 10.1038/s41419-026-08753-7

**Published:** 2026-04-26

**Authors:** Yan Lei, Wen Li, Shiqing Wang, Lina Zhao, Yue Liu, Tingting Wang, Junjie Jiang, Xiao Su, Yufang Shi, Changshun Shao, Peishan Li

**Keywords:** Differentiation, Mesenchymal stem cells

## Abstract

Mammalian tooth development progresses through two principal stages-crown formation and root development-orchestrated by intricate interactions between the oral epithelium and neural crest-derived mesenchyme. After crown formation, Hertwig’s epithelial root sheath (HERS) directs root development. In this phase, Gli1⁺ mesenchymal stem cells (MSCs) give rise to dental pulp, dentin, cementum, and the periodontal ligament (PDL). The root anchors the tooth to the alveolar bone via PDL fibers, forming a dynamic occlusal buffer that mediates mechanosensation and nutrient supply. Although previous work has shown that macrophages are abundant in the dental pulp and follicle, the functional importance of macrophages in tooth development has not been well characterized. Here, we investigated the spatiotemporal dynamics of macrophage populations (identified by CD68, F4/80, CD206, and other markers) in molars and surrounding tissues during postnatal root development in mice. Importantly, Macrophage depletion via clodronate liposomes resulted in shortened root, impaired PDL elongation and retarded alveolar bone shooting surrounding the root. Gli1⁺ MSCs exhibited increased proliferation but impaired osteo/odontogenic differentiation upon macrophage depletion. Single-cell RNA sequencing and in vitro co-culture experiments support a model in which macrophage-derived TGF-β acts on mesenchymal TGF-β receptors to direct MSC fate and thereby regulate root morphogenesis. Collectively, these findings establish macrophages as critical niche components that orchestrate tooth root development through immune–mesenchymal crosstalk.

## Introduction

Mammalian teeth originate from the oral epithelium and neural crest-derived mesenchyme, and their development progresses through two key stages: crown formation and root development [1]. Tooth development is a highly orchestrated process that initiates with the thickening of the oral epithelium. As embryogenesis progresses, the reciprocal interactions between the oral epithelium and the underlying mesenchyme intensify. Through precise and concerted regulation, the tooth germ sequentially progresses through the bud, cap, and bell stages. In the late bell stage, ameloblasts and odontoblasts differentiate, depositing enamel and dentin matrices, respectively, ultimately resulting in crown formation [2]. Following completion of crown development, root formation is initiated alongside periodontal tissue development and continues until tooth eruption [3].

The tooth root, serving as the *hidden pillar* of the tooth, anchors the tooth within the alveolar bone through fibrous connections of the PDL. The tooth and jawbone form a dynamic occlusal buffering system that enables the tooth to withstand masticatory forces [4]. Additionally, the root contains abundant neural, vascular, and lymphatic tissues that connect to the vasculature within the jawbone through the apical foramen, facilitating mechanosensation and nutrient supply [5]. Clinically, root developmental defects-such as short-root anomaly, root resorption, or defective cementogenesis-often lead to premature tooth loss, pulpal disease, and occlusal dysfunction, severely compromising oral health and quality of life [3]. Therefore, the root is an essential structural and functional component of the tooth, crucial for sustaining tooth stability and oral health.

Root development, like crown formation, depends on continuous epithelial–mesenchymal interactions, as well as the integration of root structures with the surrounding jawbone, vascular supply, and neural innervation [6, 7]. After crown completion, the proliferative edge of the cervical loop gives rise to a bi-layered epithelial structure known as Hertwig’s epithelial root sheath (HERS), which is composed of inner and outer enamel epithelium. HERS elongates apically and guides root formation by determining the size, shape, and number of roots [8, 9]. Under the guidance of HERS, Gli1⁺ mesenchymal stem cells (MSCs) residing in the apical region of the roots function as key progenitor cells during root morphogenesis. Via self-renewal and multilineage differentiation, Gli1⁺ MSCs contribute to the formation of dental pulp, dentin, cementum, PDL, and alveolar bone. Their spatiotemporally regulated differentiation and mineralization are critical for determining the structural integrity of developing roots [4, 10, 11].

Recent studies have revealed that tissue development is intricately regulated by the local microenvironment [12, 13]. As key elements of the innate immune system, macrophages exert multifaceted regulatory functions that extend well beyond conventional immunological responses [14–16]. As early as 1987, Jontell et al. identified Leu-M5^+^ macrophages (CD11c^+^) in healthy human dental pulp [17]. Later research revealed their preferential localization within the dentin and subodontoblastic regions during physiological root resorption of deciduous teeth, where their cellular processes infiltrate dentinal tubules [18, 19]. Animal studies further confirmed the presence of macrophages in the dental pulp of developing mouse molars and aged rat molars [20, 21]. Immunohistochemical analysis identified F4/80^+^ macrophages enriched in the dental pulp and follicle throughout molar morphogenesis in mice [22]. Although both human and mouse teeth contain abundant macrophages [20, 23], their specific roles in tooth morphogenesis remain unclear. Notably, *Csf1r*-deficient mice exhibit osteopetrosis and failed tooth eruption due to the loss of macrophages [24]. Moreover, in dental pulp injury models, macrophages expressing lymphatic vessel endothelial hyaluronan receptor-1 (LYVE-1) infiltrate the neoformed odontoblastic layer, where they secrete matrix metalloproteinases (MMPs) and pro-angiogenic growth factors to facilitate vascularization [25]. Macrophage depletion significantly reduces dental pulp stem cell (DPSC) populations, increases neutrophil infiltration, exacerbates local inflammation, and impairs reparative dentinogenesis in these models [26]. Collectively, these findings indicate a critical involvement of macrophages in odontogenesis and dental regenerative processes.

The transforming growth factor-β (TGF-β) signaling pathway serves as a master regulator orchestrating organogenesis and tissue homeostasis and plays an indispensable role in root morphogenesis [1]. Studies have shown that TGF-β signaling, through Smad-dependent pathways mediated by TGF-β type I/II receptors, precisely regulates epithelial–mesenchymal interactions, cell fate determination, and mineralized tissue formation during root development [27, 28]. Genetic ablation of TGF-β receptors in dental mesenchymal cells disrupts this finely tuned regulatory network and results in root developmental defects, including shortened roots, deficient cementum formation, and disorganized periodontal structures [29, 30]. However, the origin of TGF-β ligands and their temporospatial regulation within the root microenvironment remains poorly understood.

In this study, selective depletion of macrophages during early postnatal development led to pronounced morphological and functional defects, including shortened roots, impaired PDL elongation and retarded alveolar bone formation, which was attributed to disrupted mesenchymal differentiation. Indeed, in the absence of macrophages, Gli1⁺ MSCs tended to expand proliferatively at the expense of osteo-/odontogenic differentiation. Single-cell transcriptomics revealed that macrophages may direct MSC lineage commitment via TGF-β signaling, which is supported by in vitro assays showing that macrophage-derived cues promote osteogenic differentiation.

## Results

### Dynamic distributions of macrophages during early root development of mouse molars

Teeth comprise diverse cellular populations organized into specialized structures. Flow cytometry analysis of mandibular first molars and surrounding tissues identified that macrophages constitute the predominant immune cell population in the molar (Fig. S1A). To further explore immune cell dynamics during root development, we performed imaging mass cytometry on mandibular first molars at postnatal days 0.5, 3.5,7.5 and 15.5 (PN0.5-15.5). We found prominent colonization of CD68^+^F4/80^+^ macrophages in the coronal pulp region, an active odontogenic zone at PN0.5 (Fig. 1A), suggesting their participation in dentin formation [31]. At PN3.5, F4/80⁺CD68⁺ macrophages robustly accumulated in the dental follicle and pulp (Fig. 1A). With advancing root development, their number increased and distribution expanded throughout the pulp and periodontal ligament (Figs. 1A and S1B). In contrast, neutrophils (Ly6G⁺) localized predominantly in the alveolar bone marrow space (Fig. S1C), while CD3⁺ T cells were scarce and primarily confined to the marrow space (Fig. S1D).

**Fig. 1:**
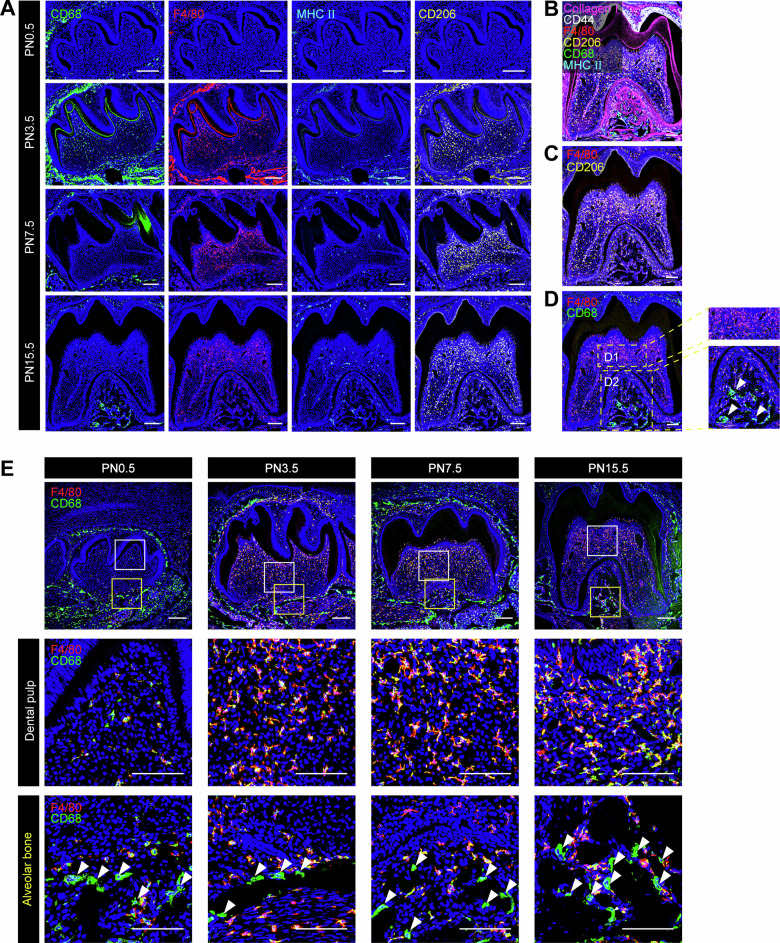
Spatial distribution of macrophages during molar root development. **A** Mass cytometry profiling of surface markers on macrophages from first mandibular molars from PN 0.5 to 15.5. **B** Multiplex immunostaining of the PN15.5 molar showing collagen I enrichment in dentin and bone matrices, and CD44 expression predominantly in the epithelium. **C** Co-staining of F4/80 (red) and CD206 (yellow) in first mandibular molars at PN15.5. **D** Co-staining of F4/80 (red) and CD68 (green); boxed areas are shown at higher magnification. White arrows indicate F4/80^-^CD68^+^ cells; D1 highlights the pulp region, and D2 highlights the furcation region. **E** Immunofluorescence co-staining of F4/80 (red) and CD68 (green); white arrows indicate F4/80^-^CD68^+^cells. The white box shows the pulp region, and the yellow box shows the alveolar bone. Scale bars: 100 μm.

The macrophage population exhibits heterogeneity across root development. F4/80⁺CD68⁺ macrophages predominantly displayed an M2-like phenotype (CD206⁺, Fig. 1B, C), suggesting potential involvement in root morphogenesis through trophic signaling [32]. The CD68^+^F4/80^-^ osteoclasts (TRAP⁺ multinucleated cells) were identified within the dental follicle and alveolar bone (Figs. 1D, E and S1E), actively contributing to alveolar bone remodeling to generate the biomechanical force required for tooth eruption. These phenotypically heterogeneous macrophages play distinct roles in maintaining tissue homeostasis during tooth development.

### Depletion of macrophages leads to retarded root growth

Our initial observations showed that macrophages persist throughout the course of root eruption, but their functional contribution to root development was unclear. To delineate their role, we depleted macrophages in vivo by administering clodronate liposomes (Lipo-Clo) or control liposomes (Lipo-PBS) at PN3.5, coinciding with the initiation of molar root morphogenesis (Fig. 2A). Immunofluorescence confirmed a marked reduction of macrophages in molars from the Lipo-Clo group, indicating effective local depletion (Fig. S2A, B). To exclude potential systemic confounders, we compared gross developmental parameters between groups. No significant differences were observed in body size, body weight, fur condition, spleen index, body length, and tibia length (Fig. S2C–G), indicating that macrophage depletion was locally restricted. In contrast, pronounced dental defects were observed. Macrophage-depleted mice exhibited shortened roots compared with controls, whereas crown morphology remained largely intact (Fig. 2B). Quantitative analysis confirmed a significant reduction in root length following macrophage depletion (Fig. 2C). Consistently, the impaired root elongation was accompanied by disorganized periodontal ligament at both PN15.5 and PN21.5 (Fig. 2D, E).

**Fig. 2:**
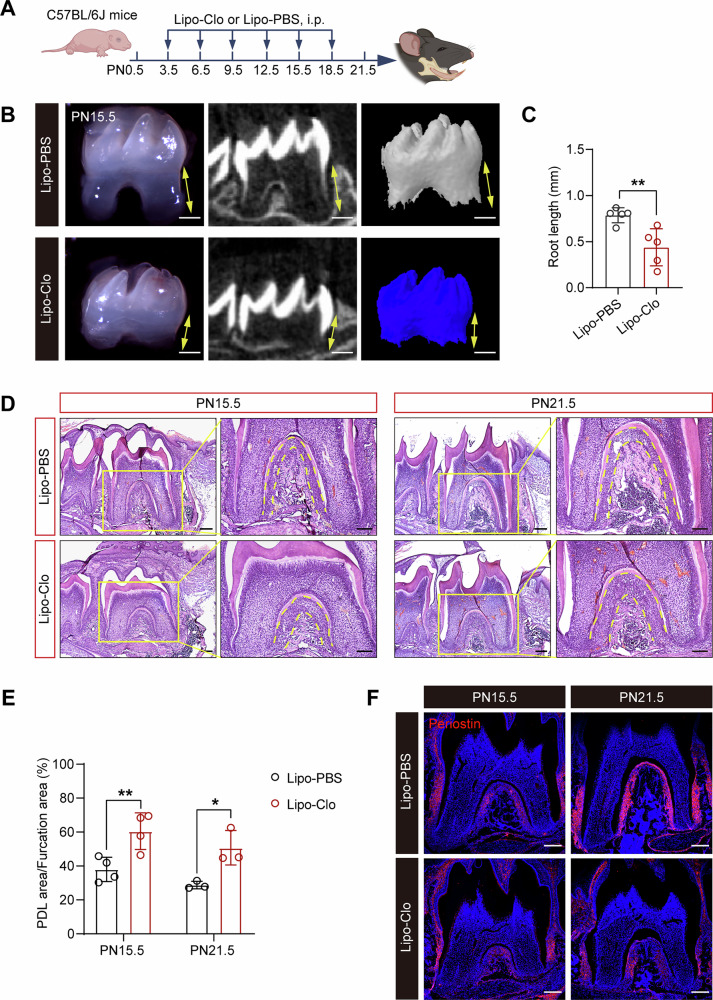
Macrophage depletion disrupts molar root development and periodontal integrity. **A** Diagram of the experimental procedure for macrophage depletion with clodronate liposomes. **B** Representative photographs, 2D, and 3D micro-CT images of first mandibular molars in Lipo-PBS- and Lipo-Clo-treated mice at PN15.5. Double arrowheads indicate root length. **C** Quantification of root length at PN15.5 (*n* = 5). **p < 0.01. **D** H&E staining of first mandibular molars from Lipo-PBS- and Lipo-Clo-treated mice at PN15.5 and PN21.5. Dotted lines indicate widened PDL space. **E** Quantification of PDL width at the furcation region at PN15.5 (*n* = 4) and PN21.5 (*n* = 3). *p < 0.05, **p < 0.01. **F** Immunofluorescence staining of periostin (red) in first mandibular molars at PN15.5 and PN21.5. Scale bars: 100 μm.

Given that periostin is a key extracellular matrix protein required for the integrity of the periodontium—including the PDL and surrounding alveolar bone [33, 34], we examined its expression from PN15.5 to PN21.5. Immunofluorescence staining results showed a significant reduction in periostin⁺ area within the PDL of Lipo-Clo mice (Fig. 2F), implying defects in PDL differentiation and maturation. Collectively, clodronate liposomes-mediated macrophage depletion significantly compromised root elongation and PDL maturation, underscoring a crucial role for macrophages in maintaining root homeostasis.

### Macrophage depletion leads to expansion of the Gli1^+^ mesenchymal progenitor pool

Extensive studies have established that Gli1⁺ cells act as multipotent tooth-root progenitors, contributing to odontoblasts, pulp, PDL, and adjacent alveolar bone [4, 35]. To define the cellular basis of the root defects associated with macrophage depletion, we performed inducible lineage tracing in *Gli1-CreER; B6-G/R* mice. Macrophages were depleted beginning at PN3.5, and Cre activity was induced with tamoxifen at PN9.5 (Fig. 3A). Transcriptome analysis via RNAscope in situ hybridization confirmed elevated *Gli1* expression in macrophage-depleted mice at P15.5 (Fig. 3B). Histologically, these mice showed an increased number of Gli1⁺ cells in the apical region of the root (Fig. 3C, D). The proliferative capacity of this population was further evidenced by a significant rise in Ki67⁺Gli1⁺ cells, supporting enhanced progenitor proliferation upon macrophage depletion (Fig. 3E, F).

**Fig. 3:**
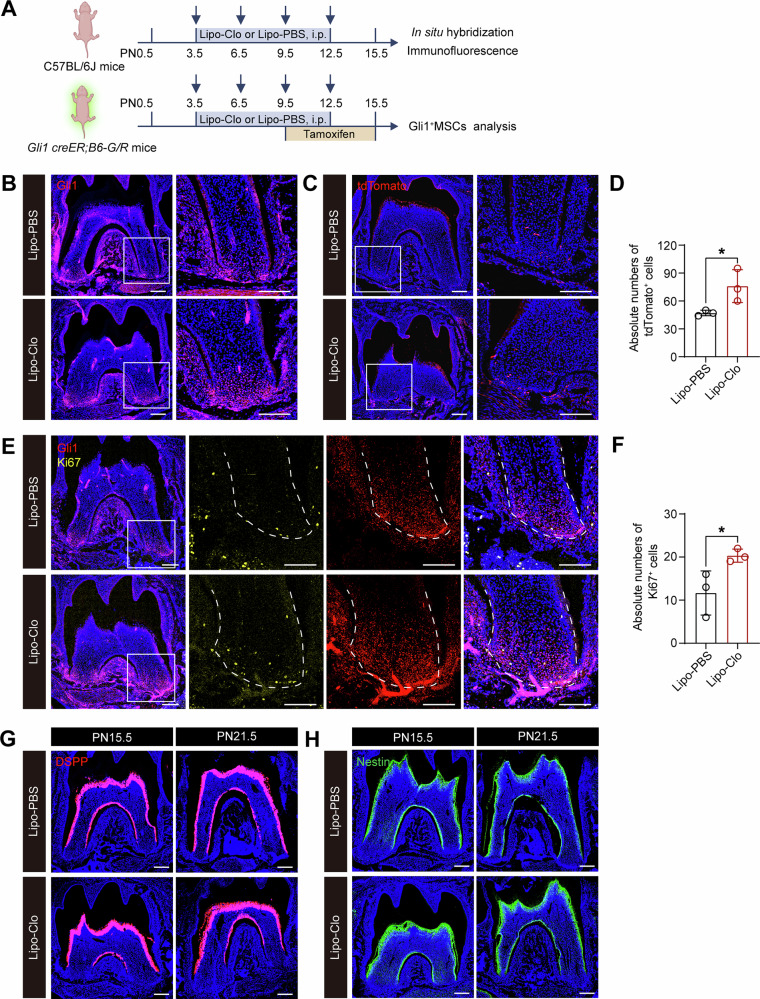
Macrophage depletion enhances proliferation of Gli1^+^ mesenchymal stem cells in developing molars. **A** Schematic of the experimental workflow: clodronate liposomes-mediated macrophage depletion combined with tamoxifen-induced tdTomato lineage tracing in Gli1⁺ cells (*Gli1-CreER;B6-G/R*). **B** RNAscope in situ hybridization for *Gli1* (red) in first mandibular molars of C57BL/6 J mice at PN15.5. **C** tdTomato⁺ Gli1^+^ cells (red) in first mandibular molars at PN15.5 in *Gli1-CreER;B6-G/R* mice. **D** Quantification of tdTomato⁺ cells in the apical root region (*n* = 3). ^*^p < 0.05. **E** RNAscope for *Gli1* (red) with Ki67 immunofluorescence (yellow) in C57BL/6 J molars at PN15.5. Dotted lines outline the root contour. **F** Quantification of Ki67⁺ cells in the apical region of Lipo-Clo versus control mice (*n* = 3). ^*^p < 0.05. **G** RNAscope for *Dspp* (red) in first mandibular molars of C57BL/6 J mice at PN15.5 and PN21.5. **H** Nestin immunofluorescence (green) in first mandibular molars at PN15.5 and PN21.5. Scale bars: 100 μm.

The odontoblast marker DSPP is indispensable for dentin matrix assembly and mineralization [36]. However, no significant difference in *Dspp* expression was observed between the Lipo-Clo and Lipo-PBS groups at PN15.5 or PN21.5 by in situ hybridization (Fig. 3G). Consistently, immunofluorescence staining for Nestin (a marker of odontoblast differentiation) showed comparable localization and signal intensity in odontoblasts (Fig. 3H). The comparable expression of *Dspp* and Nestin in MSCs, but not periostin, may reflect distinct regulatory mechanisms governing lineage-specific differentiation.

### Downregulation of osteogenic differentiation-related genes in dental mesenchymal cells upon macrophage depletion

To define the cellular mechanisms and functional contributions of macrophages during root development, we performed single-cell RNA sequencing of mandibular first molars and surrounding tissues at PN15.5 following macrophage depletion (Fig. 4A). 

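Single cells were taken at PN15.5 from mandibular first molars and surrounding tissues of C57BL/6J mice. The mice had received clodronate liposomes (Lipo-Clo), which deplete macrophages, at 40 μg/g at PN3.5, PN6.5, PN9.5 and PN12.5, or vehicle liposomes (Lipo-PBS). Each condition is 1 library, and the paper's text does not say how many mice went into it. No test between the conditions was therefore possible, and none of these values has a replicate check. Intervals given for the single-cell data are at the 95% level (exact Clopper-Pearson for shares, exact Poisson for counts) and cover counting error only. The tissue was digested with Dispase and Collagenase I, and the libraries were made on the 10x Genomics platform and sequenced on a NovaSeq X Plus. The authors deposited counts of unique molecular identifiers (UMIs) per gene and cell from Cell Ranger 8.0.0, without normalization, for 34285 genes. The Lipo-Clo library held 9362 cells with 31053404 UMIs (median 2666.5 per cell), and the Lipo-PBS library held 9653 cells with 30537834 UMIs (median 2722 per cell). The paper's text names no filter on cells. Cells with at least 200 genes and at most 20% mitochondrial UMIs were kept. Too few genes removed 473 Lipo-Clo and 748 Lipo-PBS cells, and mitochondrial UMIs removed 3 and 11 more. Scrublet called 749 of the remaining 8886 Lipo-Clo cells (8.43%) doublets, and these were left out. In Lipo-PBS its automatic threshold called only 1 of 8894 cells, so the 633 cells (7.12%) with the highest scores were left out in their place. The comparison rests on 8137 Lipo-Clo cells with 26356463 UMIs (median 2551 UMIs and 1208 genes) and 8261 Lipo-PBS cells with 25828147 UMIs (median 2678 UMIs and 1306 genes). Mitochondrial genes took 0.371% of the UMIs of Lipo-Clo and 1.73% of those of Lipo-PBS.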

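The counts were scaled to 10000 per cell and log-transformed, and the cells of both libraries were clustered together without batch correction, using 2000 variable genes, 30 principal components, 20 neighbours and the Leiden method at resolution 1. Names were given from markers fixed beforehand and mean that a cluster is like the class it is named after. Of 32 clusters, 9 were dental mesenchyme, 3 epithelium, 3 neutrophils, 2 each endothelium, perivascular cells, glia, B cells and erythroid cells, and 1 each macrophages, T or NK cells and cycling cells. The other 4 clusters stayed unnamed. Dental mesenchyme made up 4073 of 8137 cells in Lipo-Clo (50.1%, 49.0 to 51.1%) and 3888 of 8261 in Lipo-PBS (47.1%, 46.0 to 48.1%). Macrophages numbered 121 in Lipo-Clo (1.49%, 1.24 to 1.77%) and 176 in Lipo-PBS (2.13%, 1.83 to 2.47%), a log2 ratio of −0.52 (−0.86 to −0.18). The direction of this ratio turned only where an osteoclast cluster was counted with the macrophages. With each library clustered on its own, macrophage and osteoclast clusters together held 196 cells in Lipo-Clo (2.41%) and 186 in Lipo-PBS (2.25%). Their log2 ratio was 0.10 (−0.20 to 0.39). Macrophage clusters alone held 136 and 186 cells, a ratio of −0.43 (−0.76 to −0.10). The other 60 Lipo-Clo cells lay in an osteoclast cluster, and no cluster of Lipo-PBS was named so. Cells with at least 10 UMIs over the 6 osteoclast markers were nonetheless as frequent in both libraries within counting error, at 47 in Lipo-Clo (0.578%) and 52 in Lipo-PBS (0.629%). Other measures differed. In the joint clustering, 35 of 51 Lipo-Clo but 6 of 66 Lipo-PBS cells of the cluster best matching the osteoclast list had that many. With at least 500 genes and at most 10% mitochondrial UMIs per cell, osteoclast clusters held 48 Lipo-Clo and 14 Lipo-PBS cells. Whether osteoclasts differ between the libraries was therefore not resolved. Called by 3 or more UMIs over C1qa, C1qb and C1qc, macrophages numbered 157 in Lipo-Clo (1.93%) and 287 in Lipo-PBS (3.47%), a share 1.80-fold larger in the latter. Erythroid cells made up 2.83% of Lipo-PBS and 4.87% of Lipo-Clo, but with every deposited cell kept they made up 10.2% and 9.42%. Neutrophils rose from 2.47% (2.15 to 2.83%) of Lipo-PBS to 6.92% (6.38 to 7.49%), and B cells from 3.41% to 6.35%. The share of T or NK cells was 1.14% in Lipo-Clo and 1.33% in Lipo-PBS, within the counting error of each other. With each library clustered on its own it was 1.13% and 1.61%, a log2 ratio of −0.51 (−0.91 to −0.12) that is clear of equal shares. Endothelium fell from 6.56% of Lipo-PBS to 5.00% of Lipo-Clo, and perivascular cells fell from 7.03% to 4.78%. The fall of endothelium lay in the cluster led by Ccl21a, Mmrn1 and Cldn5, with 148 Lipo-PBS and 30 Lipo-Clo cells. The endothelial cluster led by Cdh5, Emcn and Flt1 held 394 and 377 cells, a log2 ratio of −0.04 (−0.25 to 0.17). The unnamed clusters held 366 Lipo-Clo and 998 Lipo-PBS cells. The largest of them carried markers of several lineages and came nearly wholly from Lipo-PBS, with 22 Lipo-Clo and 701 Lipo-PBS cells.

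**Figure D1:**
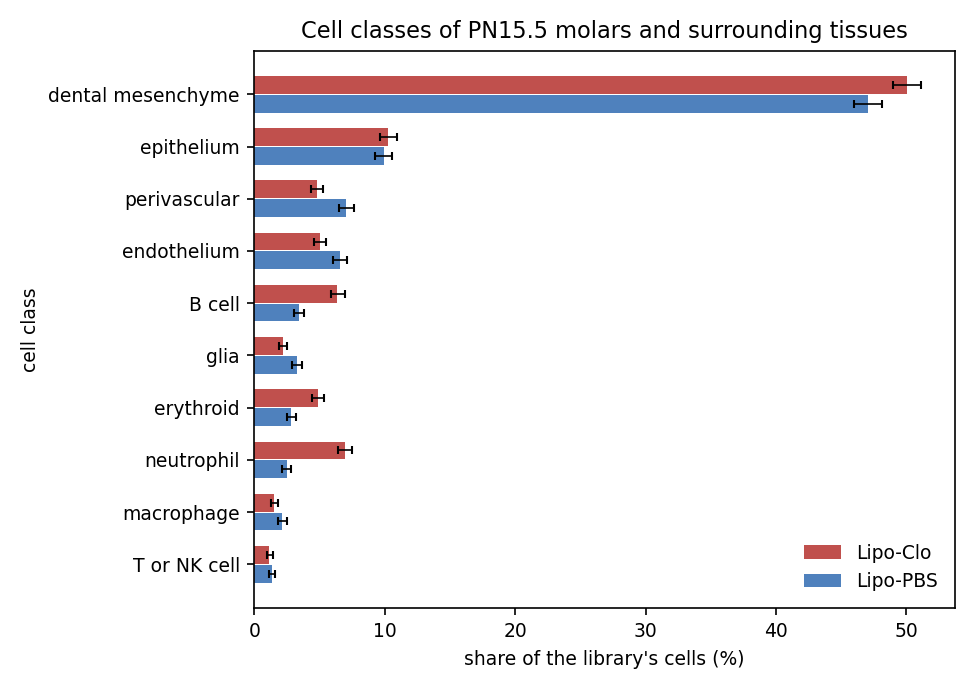
Share of each library's cells (x axis, %) by named cell class (y axis) in Lipo-Clo (red) and Lipo-PBS (blue), with exact 95% binomial intervals that cover counting error only. Neutrophils are 2.80-fold and B cells 1.86-fold larger shares of Lipo-Clo, and macrophages are the smaller share there.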

Transcriptomic profiling revealed a complex tissue landscape comprising endothelial cells, dental mesenchymal cells, macrophages, lymphocytes, and neutrophils (Fig. S3A). 

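Col1a1, Cdh5, Hba-a2, Hbb-bt, Top2a, Rgs5, Krt14, Amelx and S100a8 were among the markers used to name the classes, so their levels describe the naming and are not a result of it. Apoe and Cd74 were not used for this. Eln stood in the fibroblast list, which counts toward dental mesenchyme, so its level in that class is partly set by the naming. Apoe (ENSMUSG00000002985) made up 7919 UMIs of the macrophages of both libraries together and was found in 98.3% of them. In glia, the class with the next highest level, it had 733 UMIs, or 726 per 1000000 UMIs of the class (CPM). Cd74 had its highest level, 2826 CPM, in the unnamed clusters, one of which was led by the antigen-presentation genes H2-Eb1, H2-Aa and H2-Ab1. Among named classes its level was highest in B cells, at 1490 CPM (1432 to 1550), and 44.2% of them had at least 1 UMI. For Eln the class with the highest level differed between the libraries. In Lipo-Clo it was dental mesenchyme, with 849.5 CPM (834 to 865) against 755 CPM (692 to 823) in perivascular cells. In Lipo-PBS it was perivascular cells, with 1060.2 CPM (1005 to 1118) against 973 CPM (956 to 991) in dental mesenchyme.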

Cell identities were validated by canonical markers, including *Col1a1* and *Eln* (mesenchyme), *Cdh5* (endothelium), *Hba-a2/Hbb-bt* (erythrocytes), *Top2a* (cycling cells), *Apoe* (macrophages), *Rgs5* (pericytes), *Cd74* (lymphocytes), *Krt14/Amelx* (epithelium), and *S100a8* (neutrophils) (Fig. S3B, C) [37].

**Fig. 4:**
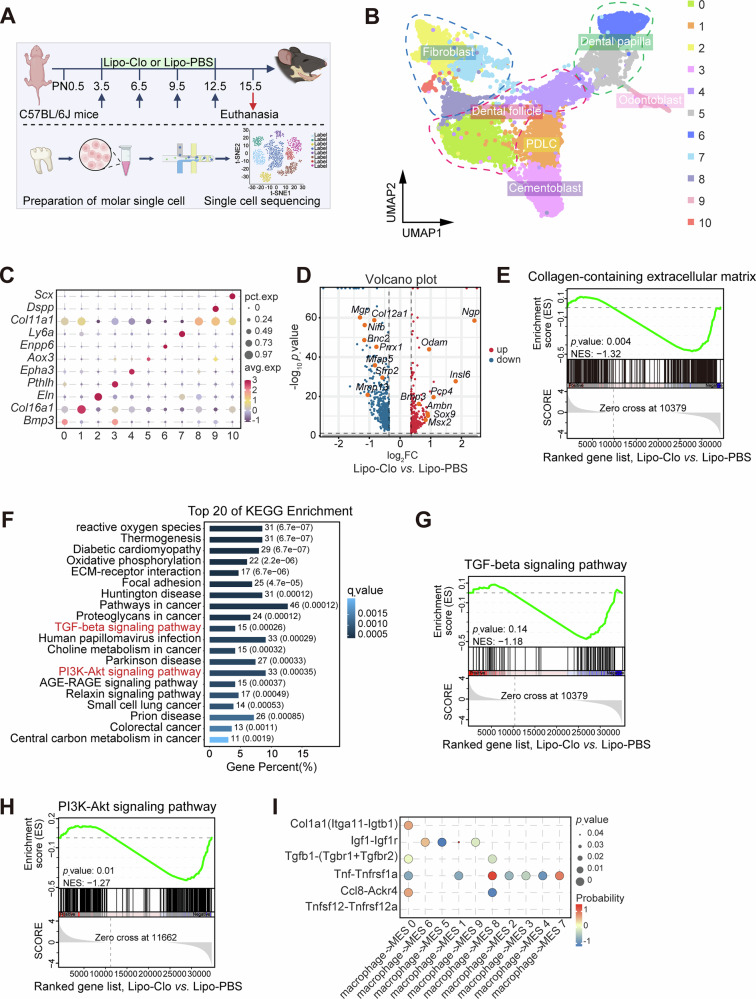
Macrophage depletion downregulates osteogenic programs in dental mesenchyme. **A** Schematic of the scRNA-seq workflow for PN15.5 mandibular first molars and peri-molar tissues after Lipo-Clo-mediated macrophage depletion and Lipo-PBS controls. **B** UMAP visualization of dental mesenchymal cells identified by scRNA-seq. PDLCs: periodontal ligament cells. **C** Dot plot showing cluster-defining marker genes across mesenchymal subclusters. **D** Volcano plot of differentially expressed genes (DEGs) in dental mesenchyme (Lipo-Clo versus Lipo-PBS). **E** GSEA analysis indicating downregulation of osteogenic programs in Lipo-Clo mice relative to controls. **F** Top 20 KEGG pathways enriched in DEGs. **G**, **H** GSEA showing downregulation of TGF-β and PI3K-AKT signaling pathways in dental mesenchyme following macrophage depletion. **I** Predicted cellular crosstalk between macrophages and dental mesenchyme.

Subclustering of dental mesenchyme, annotated by known mesenchymal markers and dimensionality reduction, gave rise to 10 transcriptionally distinct subclusters, underscoring substantial heterogeneity (Fig. 4B, C). 

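The 4073 Lipo-Clo and 3888 Lipo-PBS mesenchymal cells, with medians of 2780 and 2937 UMIs, were clustered again with 2000 variable genes, 20 principal components and the Leiden method at resolution 0.6. This gave 15 subclusters, of which 8 could be named from fixed markers. Fibroblast-like subclusters were led by Mfap5, Clec3b and Col14a1, or by Col14a1 and Ccl19, and periodontal ligament-like ones by Pappa2, Tnn and Maf, or by Itgbl1, Htra1 and Edil3. Moxd1 and Bmp3, or Dio2 and Grem1, led the dental follicle-like subclusters, Bglap2, Dmp1 and Spp1 the osteoblast- or cementoblast-like one, and Bglap, Dspp and Col11a2 the odontoblast-like one. The unnamed subclusters were led by Ctnnd2 and Slc20a2, by Ibsp and Smpd3, by Mmp13 and Sfrp2, by Pcp4 and Lrrc4c, by Mgp and Igfbp6, by histone genes of dividing cells, and, in 25 cells, by the B cell genes Igkc and Cd74. Some of these leading genes, Mfap5, Sfrp2 and Mgp among them, differ in level between the libraries, so the sizes of these subclusters are not compared. After the data had been seen, the cells were therefore clustered again without the 1220 genes that differ between the libraries by at least the fold limit drawn in Fig. 4D. This also gave 15 subclusters, and their shares of the mesenchyme still differed. The intervals of 5 were clear of equal shares on the side of Lipo-Clo and those of 6 on the side of Lipo-PBS. A fibroblast-like subcluster led by Eln, Col14a1 and Cd34 made up 9.48% of mesenchymal cells in Lipo-Clo (8.59 to 10.4%) and 13.9% in Lipo-PBS (12.9 to 15.1%). A second, led by Ly6a, fell from 8.26% (7.41 to 9.17%) in Lipo-PBS to 3.41% (2.88 to 4.02%) in Lipo-Clo. Of the periodontal ligament-like subclusters, the one led by Crispld2 and Tnn was larger in Lipo-Clo (777 of 4073 cells against 487 of 3888), and the one led by Edil3 and Angptl1 was larger in Lipo-PBS (441 cells against 242). So was a small one led by Kera, Cilp and Fmod, with 48 Lipo-PBS and 22 Lipo-Clo cells, a log2 ratio of −1.19 (−1.99 to −0.44).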

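The UMIs of all mesenchymal cells were summed per library, giving 13310023 for Lipo-Clo and 12760005 for Lipo-PBS, and each gene's CPM were compared. The 4674 genes with a UMI in at least 10% of the mesenchymal cells of either library were used. With 1 library per condition no gene was tested, and genes were counted by size alone, at the limit drawn in Fig. 4D (a log2 ratio of 0.36 either way). By this rule 505 genes were higher and 715 were lower in Lipo-Clo, 41.4% and 58.6% of the 1220 genes past the limit. The balance of both directions turned with the scaling of the libraries. DESeq2's size factors came out at 1 for both libraries, so that their totals were left unequal, and gave 814 higher and 520 lower genes (61.0% higher). Estimated from the genes in use, a choice made after the data had been seen, these factors gave 563 higher and 686 lower (45.1% higher). The TMM factors of edgeR gave 653 and 621 (51.3% higher), and totals without mitochondrial, haemoglobin and ribosomal protein genes gave 367 and 818 (31.0% higher). The counts themselves moved further with the limit, the measure of expression and the genes admitted. A limit of 2-fold gave 7 higher and 45 lower genes, the mean over scaled cells plus 1 gave 41 and 91, and all 15080 genes with at least 20 UMIs gave 2252 and 2841. In the class at the middle of the 10 other cell classes, 86.3% of the genes past the limit had the same sign as in mesenchyme.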

Differential expression analysis identified 1,050 differentially expressed genes (718 upregulated; 332 downregulated). Notably, downregulated genes included *Prrx1*, *Mfap5*, *Sfrp2*, and others implicated in MSC osteogenic differentiation (Fig. 4D). 

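Prrx1 (ENSMUSG00000026586) lies on chromosome 1 of GRCm38 from 163245119 to 163313710. The deposited files do not name their genome build, and coordinates are those of GENCODE M21 for the same Ensembl identifiers. In the summed mesenchyme Prrx1 had 2261 UMIs and 170 CPM in Lipo-Clo and 3746 UMIs and 294 CPM in Lipo-PBS, a log2 ratio of −0.79 (−0.87 to −0.71). It was lower in 11 of the 13 mesenchymal subclusters with at least 50 of its UMIs. Mfap5 (ENSMUSG00000030116, chromosome 6, 122505845 to 122529290) had 234 CPM in Lipo-Clo and 463 CPM in Lipo-PBS, a log2 ratio of −0.99 (−1.05 to −0.92). Sfrp2 (ENSMUSG00000027996, chromosome 3, 83766321 to 83774316) had 344 and 543 CPM, a log2 ratio of −0.66 (−0.71 to −0.60). The alternative that moved these ratios most weighted both libraries to the same mixture of subclusters. It took Prrx1 to −0.41, Sfrp2 to −0.35 and Mfap5 to −0.07. When the subclusters were formed without the genes past the limit, a choice made after the data had been seen, the values were −0.49 for Prrx1, −0.49 for Sfrp2 and −0.11 for Mfap5. Mfap5 was lower in 5 of 8 subclusters and Sfrp2 in 8 of 12. Outside the mesenchyme Prrx1 was lower in Lipo-Clo in 9 of 10 classes, in 6 of them beyond counting error, with ratios of −1.38 in epithelium and −1.59 in endothelium. Free mesenchymal RNA stays open in these classes. Perivascular cells were the exception for Prrx1, at 0.07 (−0.13 to 0.26), and there Sfrp2 (−1.51) and Mfap5 (−1.23) were lower. Sfrp2 was lower in 8 of 10 classes and higher in glia (1.21, 0.58 to 1.84) and, on 13 and 3 UMIs, in T or NK cells (2.25, 0.38 to 4.70). Fig. 4D also labels Mgp, Col12a1, Nfib, Bnc2 and Mmp13 as lower and Ngp, Odam, Insl6, Pcp4, Bmp3, Ambn, Sox9 and Msx2 as higher. All 8 labelled as lower were lower here, and all 8 labelled as higher were higher, from 0.68 for Ambn to 2.06 for Ngp. Ngp is abundant in neutrophils, and Odam and Ambn in ameloblasts. Other transcripts of these cell types rose with them in mesenchyme, the median log2 ratio of 8 neutrophil genes being 2.28. With the clusters of several lineages counted as mesenchyme, another later choice, Ngp and Odam turned lower (−1.23 and −0.38).

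**Figure D2:**
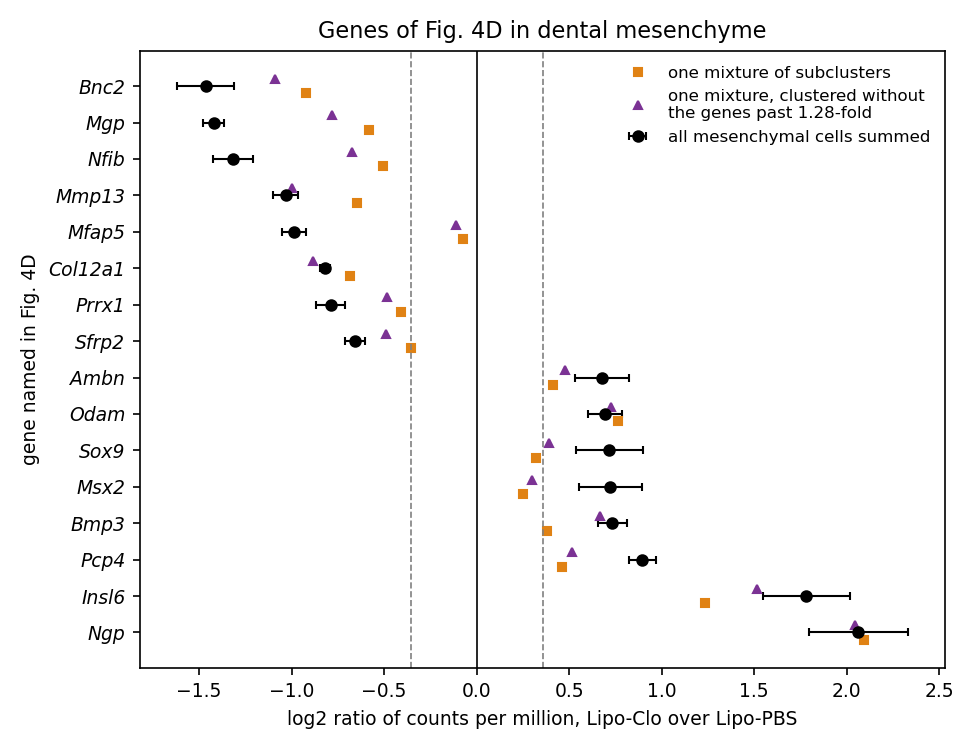
Log2 ratio of CPM, Lipo-Clo over Lipo-PBS (x axis), in dental mesenchyme for the 16 genes that Fig. 4D labels (y axis). Circles with exact 95% Poisson intervals sum all mesenchymal cells, squares and triangles weight both libraries to the same mixture of subclusters, and dashed lines mark the limit of the size rule (0.36). Mfap5 moves from −0.99 to −0.07 with the mixture made equal.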

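A list of collagen and matrix genes was fixed before the files were opened, in place of the gene set behind Fig. 4E, which the paper does not list. Of its 89 genes, 75 were in use in mesenchyme, and 31 of these also stand in another list. Their median log2 ratio was −0.28, and 58 were lower and 17 higher in Lipo-Clo. None of 10000 random lists of the same size, matched on mean expression, had so low a median, the middle 95% of them lying between −0.02 and 0.21. Genes of the random lists were drawn singly, while genes of a chosen list can move together. A place among random lists therefore does not measure spread between mice. The median of the matrix list stayed at −0.27 without the 3 members that Fig. 4D labels, and it was lower under each of the scalings tried. It moved most with both libraries weighted to the same mixture of subclusters, to −0.08, at the 0.02 percentile of random lists for that setting. The same list also lay below its random lists in other classes, with medians of −0.86 in epithelium, −0.46 in endothelium and −0.03 in perivascular cells (percentiles 0, 0 and 0.03).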

Gene set enrichment analysis (GSEA) further demonstrated downregulation of collagen-containing extracellular matrix signatures in macrophage-depleted sample (Fig. 4E). KEGG pathway analysis revealed downregulation of TGF-β and PI3K-AKT signaling, alongside pathways related to ECM-receptor interaction and focal adhesion (Fig. 4F–H). 

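Gene lists for these pathways, fixed in the same way, stand in for the KEGG sets. The TGF-β list had 45 of its 79 genes in use, 14 of them in another list as well, with a median log2 ratio of −0.21 at the 0.07 percentile of its random lists. Of the 45 genes, 31 were lower and 14 higher in Lipo-Clo. A list of 18 TGF-β target genes, 9 of them shared with other lists, had a median of −0.12 at the 1.61 percentile. The PI3K-AKT list, with 95 genes in use and 32 shared, had a median of −0.08 at the 1.20 percentile, with 54 genes lower and 41 higher. The Reactome set for PI3K-AKT activation gave −0.08 at the 25.4 percentile, within the range of its random lists, and the Reactome TGF-β set gave −0.10 at the 4.90 percentile. For focal adhesion, 38 genes in use, 8 of them shared, had a median of −0.13 at the 2.32 percentile. That list stayed below the middle 95% of its random lists under the scalings tried (2.11 to 2.43 percentile). It lay within that range in several other settings. Among these were doublets kept (3.96), at least 500 genes per cell (5.1), cells thinned to 1000 UMIs (6.24) and the mixture of subclusters made equal (11.0). In epithelium, endothelium and perivascular cells the TGF-β list lay at the 40.6, 23.3 and 9.31 percentiles. Oxidative phosphorylation is among the pathways of Fig. 4F, and its 86 nuclear-coded genes went the other way, with 85 higher in Lipo-Clo and a median of 0.34, above all 10000 random lists (percentile 100).

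**Figure D3:**
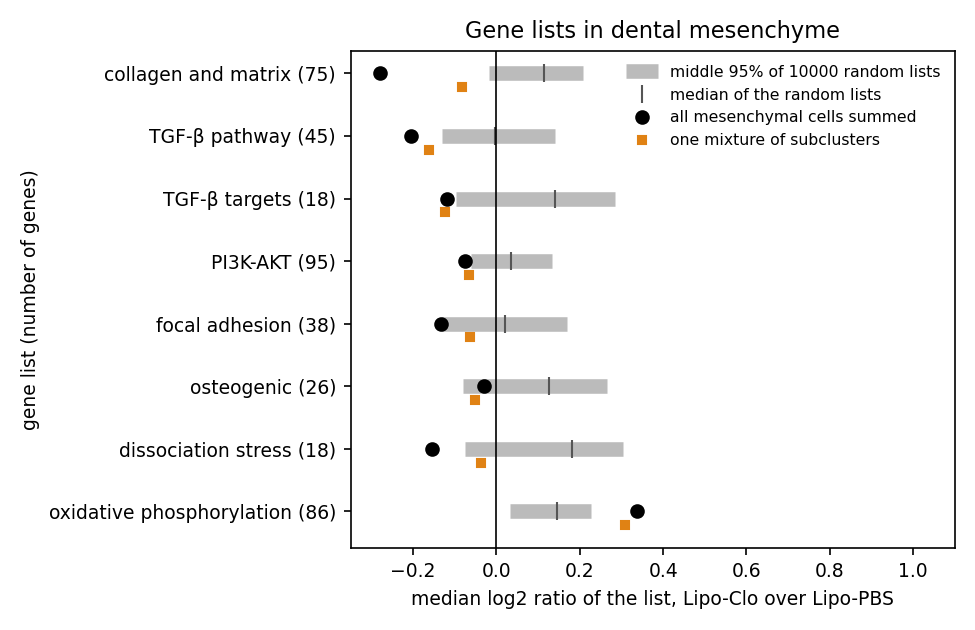
Median log2 ratio, Lipo-Clo over Lipo-PBS (x axis), of 8 gene lists in dental mesenchyme (y axis, with the number of genes in use). Grey bars span the middle 95% of 10000 random lists matched on expression; circles sum all mesenchymal cells and squares weight both libraries to the same mixture of subclusters. Circles of all lists lie below the grey bars except those of the osteogenic list, within its bar, and of oxidative phosphorylation, above it.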

Notably, TGF-β and PI3K-AKT pathways are known to be critically required for MSC osteogenic differentiation through crosstalk with Wnt and MAPK signaling, upregulating alkaline phosphatase (ALP) and osteocalcin (OCN) expression to direct osteoblast lineage commitment [38, 39].

To interrogate intercellular communications, we applied CellChat (package32) to map ligand–receptor networks between macrophages and spatially distinct mesenchymal domains. Macrophages emerged as a major source of growth-factor ligands to multiple mesenchymal subpopulations (Fig. 4I). 

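Ligand–receptor scores were not computed here, and the levels of the ligands by cell class are given in their place. Tgfb1 (ENSMUSG00000002603) lies on chromosome 7 from 25687002 to 25705077. In macrophages it had 74 UMIs in Lipo-Clo (270 CPM, 212 to 339) and 104 UMIs in Lipo-PBS (214 CPM, 175 to 259). By this measure macrophages ranked 2 among the 11 named classes in both libraries, behind epithelium in Lipo-Clo (322 CPM, 300.2 to 344) and T or NK cells in Lipo-PBS (222 CPM, 168 to 286). Their place among the leading classes was not resolved at this depth, since these intervals overlap in both libraries. As they are few, macrophages held 1.78% (1.40 to 2.23%) of the 4165 Tgfb1 UMIs of Lipo-Clo and 3.03% (2.48 to 3.66%) of the 3430 of Lipo-PBS. Dental mesenchyme itself held 50.5% and 50.4%. This is close to its part of all UMIs, 13310023 of 26356463 in Lipo-Clo and 12760005 of 25828147 in Lipo-PBS, and so shows no enrichment there. The alternative that moved the Lipo-PBS share most kept every deposited cell and gave 3.87%. Clustering each library on its own moved the Lipo-Clo share most, to 2.74% (2.26 to 3.28%). The log2 ratio of the Tgfb1 CPM of macrophages, 0.33 (−0.12 to 0.78), was −0.36 (−0.75 to 0.03) in that setting, so its direction is not resolved. With each macrophage thinned to 1000 UMIs, 26.9% in Lipo-Clo and 23.3% in Lipo-PBS had a Tgfb1 UMI, after 17 cells of each library with too few UMIs were left out. Unthinned, these shares were 40.5% and 40.3%, at median depths of 1886 and 2363 UMIs. Erythroid cells, which should lack Tgfb1, gave 3.76% and 4.59% thinned (24 and 16 cells left out), at median depths of 3584 and 3395.5 UMIs. Of the other ligands in Fig. 4I, Tnf ranked highest in macrophages in both libraries (310 and 313 CPM), and these held 15.3% of its UMIs in Lipo-Clo and 35.7% in Lipo-PBS. Ccl8 also ranked highest there (343 and 82.3 CPM). Igf1 ranked 3, with 324 CPM in Lipo-Clo and 452 CPM in Lipo-PBS, and macrophages held 0.659% and 1.61% of its UMIs. From the ligand–receptor pairs that CellChat scored between macrophages and mesenchymal subclusters, the paper describes macrophages as a main source of growth-factor ligands for several of these. Its Fig. 4I presents this crosstalk as predicted.

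**Figure D4:**
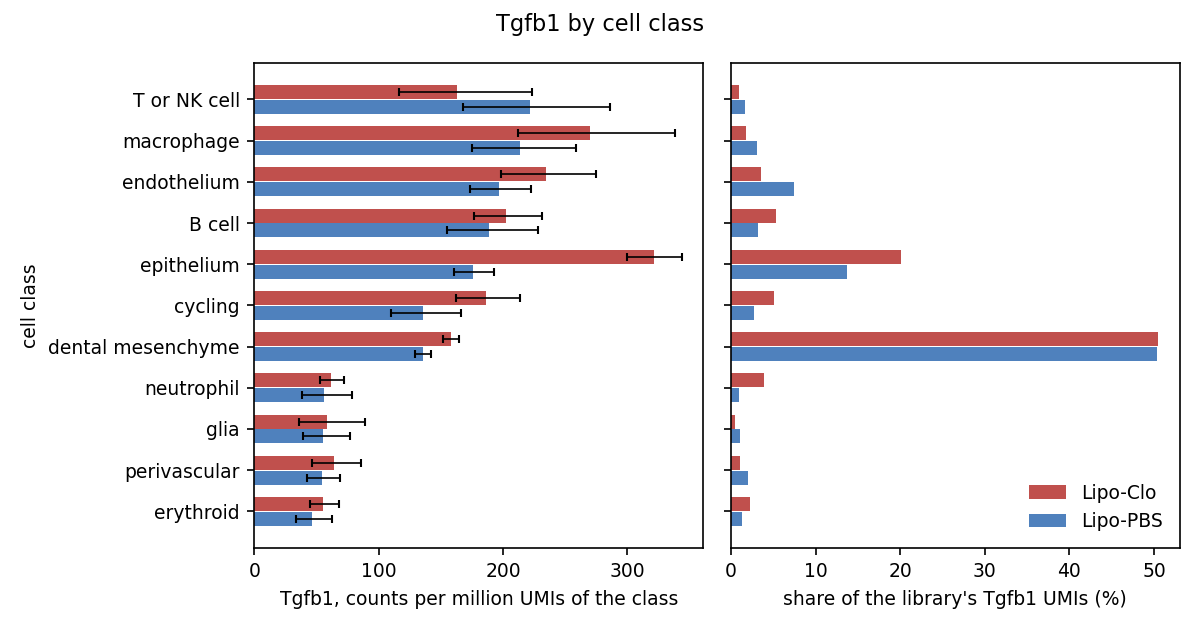
Tgfb1 by named cell class (y axis) in Lipo-Clo (red) and Lipo-PBS (blue), as CPM of the class with exact 95% Poisson intervals (left) and as the share of all Tgfb1 UMIs of the library (right, %). Macrophages have 270 and 214 CPM, and hold 1.78% and 3.03% of the UMIs.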

Analysis of an independent public scRNA-seq dataset (GSE189381) validated these patterns, highlighting macrophages as key emitters of TGF-β signals that influence the fate of multiple MSC subclusters (Fig. S4A, B).

Notably, our scRNA-seq data revealed four dental macrophage subsets in PN15.5 molars: CCL2^hi^ (chemokine-enriched immunomodulatory), Col1a1^hi^ (ECM-remodeling), Lgals3^hi^ (antigen-presenting), and ACP5^hi^ (osteoclast-primed) populations (Fig. S4C–F). 

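The 121 Lipo-Clo and 176 Lipo-PBS macrophages were clustered again, with 1000 variable genes, 10 principal components and the Leiden method at resolution 0.5. This gave 3 subclusters, which the fixed markers named CCL2-high, Lgals3-high and Col1a1-high. The CCL2-high subcluster held 65 Lipo-Clo cells (53.7%, 44.4 to 62.8%) and 102 Lipo-PBS cells (58.0%, 50.3 to 65.3%), and the Lgals3-high subcluster 41 (33.9%) and 39 (22.2%). An ACP5-high subcluster appeared only under other settings. With subclustering at resolution 1 it had 14 Lipo-Clo and 21 Lipo-PBS cells, and with at least 500 genes and at most 10% mitochondrial UMIs per cell it had 45 and 19. In the clustering of all cells, a cluster whose best match was the osteoclast list, with 51 Lipo-Clo and 66 Lipo-PBS cells, stayed unnamed because genes of another class led its Lipo-PBS cells.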

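The Col1a1-high subcluster held 15 of 121 macrophages in Lipo-Clo (12.4%, 7.11 to 19.6%) and 35 of 176 in Lipo-PBS (19.9%, 14.3 to 26.6%). The log2 ratio of these shares was −0.68, and its interval, −1.66 to 0.23, includes equal shares, so a difference was not detectable at this depth. Across the alternatives tried the ratio ran from −0.97 (−1.69 to −0.28, clear of equal shares), with each library clustered on its own, to 0.13, with macrophages called by Col1a1 over 1% of their UMIs (12 and 16 cells). With doublets kept, the subset held 37 of 170 macrophages in Lipo-Clo (21.8%) and 46 of 220 in Lipo-PBS (20.9%). Tgfb1 had 34 UMIs in the subset, 166 CPM (115 to 232), and 144 UMIs in the other macrophages, 259 CPM (219 to 305), a log2 ratio of −0.64 (−1.23 to −0.10). Macrophage genes fell as well in the subset by this measure, with ratios of −0.81 for C1qa, −0.99 for Lyz2 and −1.02 for Csf1r. Per cell, Tgfb1 was not lower in it (0.680 UMIs against 0.583), at the greater depth given below. Tgfb3 was higher in the subset, with 10 UMIs against 3 (48.8 and 5.40 CPM), while Tgfb2, one of the markers that named it, rested on 4 and 5 UMIs. Cells of the subset carried a median of 4128.5 UMIs, against 2022 in other macrophages. When doublets were kept, 43 of its 83 cells were called doublets (51.8%, 40.6 to 62.9%), against 37 of 307 other macrophages (12.1%, 8.63 to 16.2%). Of those 37, 30 lay in the unnamed subclusters (30 of 54 cells, 55.6%), while 1.41% of CCL2-high and 4.50% of Lgals3-high cells were called doublets. Genes specific to mesenchyme reached a median of 47.2% of their mesenchymal level in the subset, and Col1a1 reached 50.5%.

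**Figure D5:**
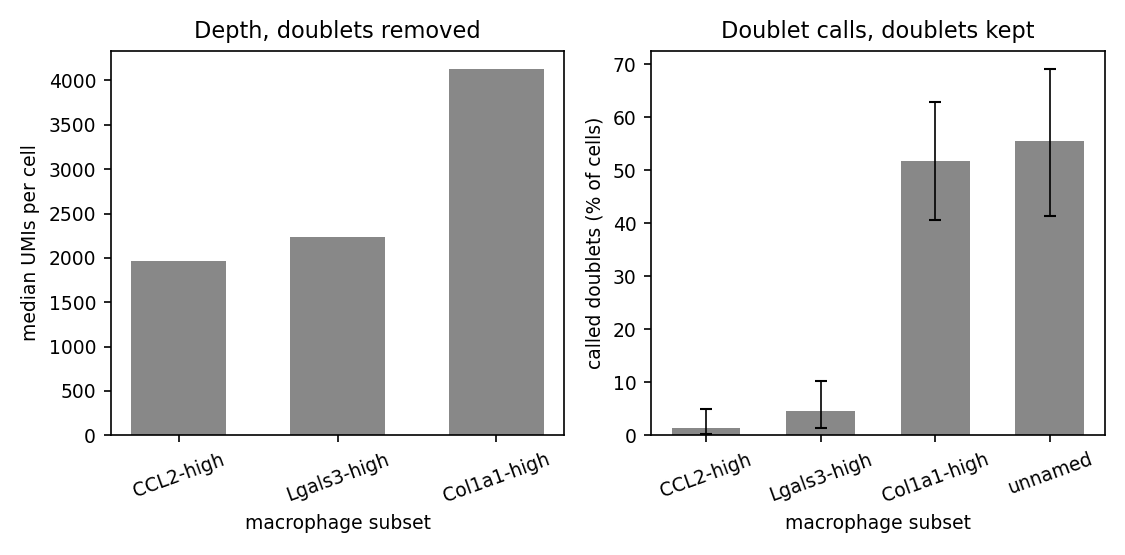
Median UMIs per cell of the macrophage subsets with doublets removed (left) and share of their cells that were called doublets when doublets were kept (right, %, exact 95% binomial intervals), both libraries together, with 54 cells of unnamed subclusters beside them on the right. The Col1a1-high subset has 4128.5 UMIs per cell and 51.8% doublet calls.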

Depletion of macrophages leads to a reduction in Col1a1^hi^ TGF-β^hi^ subset (Fig. S4E), which could disrupt the ECM remodeling process, suggesting specialized roles wherein distinct subsets may spatially deliver TGF-β or other ligands to MSC niches.

### Macrophage-derived signals enhance osteogenic differentiation of mesenchymal stem cells

Next, we isolated MSCs from mouse compact bone and expanded them in vitro. P3 MSCs were characterized by flow cytometry and exhibited the classic MSC surface marker profile (Fig. S5A). To evaluate the regulatory effects of macrophages on MSCs, we cultured MSCs in macrophage-conditioned medium (Fig. 5A). Notably, conditioned medium derived from bone marrow (BM) monocytes/macrophages exerted a stronger pro-osteogenic effect, as evidenced by significantly elevated Col1a1 protein expression. In contrast, TGF-β receptor inhibition markedly reduced Col1a1 levels (Fig. 5B). Given that MSCs are receiving tremendous interest in the field of developmental biology [40, 41]. To avoid MSC autocrine signaling and further elucidate the specific contribution of macrophage-derived paracrine factors, we selectively neutralized TGF-β activity in macrophage-conditioned medium using a TGF-β-neutralizing antibody. Ontogenetically, compact bone-derived MSCs (mesodermal) and DPSCs (ectodermal) diverge in embryonic origin. Therefore, we isolated Human dental pulp stem cells and mouse molar MSCs and expanded them in vitro (Fig. S5B, C). The conditioned medium derived from human PBMC-derived macrophages or mouse bone marrow-derived M2 macrophages supports the above finding. Alizarin red (ARS) staining proved that both conditioned media promoted the osteogenic differentiation of MSCs (Fig. 5C). In addition, the protein levels of conserved osteogenic markers (human *SP7*/mouse *Sp7*, human *RUNX2*/mouse *Runx2*, and human *COL1A1*/mouse *Col1a1*) were significantly upregulated (Fig. 5D, E). Consistently, the mRNA expression of osteogenic genes (*RUNX2* and *BGLAP*) was also markedly increased in human DPSC (Fig. 5F).

**Fig. 5:**
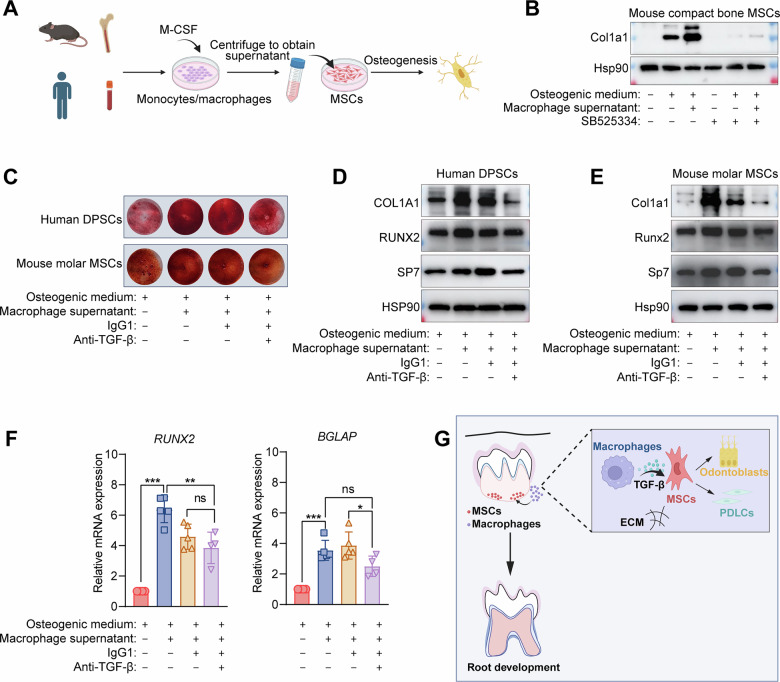
Monocyte/macrophage regulation of MSC osteogenic differentiation. **A** Schematic of in vitro assays assessing macrophage effects on MSC osteogenic differentiation. **B** Macrophage-derived supernatants promote osteogenic differentiation of compact bone-derived MSCs. **C** ARS staining of Human DPSCs and mouse molar MSCs after TGF-β neutralization. **D** Representative Western blot image of COL1A1, RUNX2 and SP7 levels in Human DPSCs. **E** Representative Western blot image of Col1a1, Runx2 and Sp7 levels in mouse molar MSCs. **F** mRNA levels for *RUNX2* and *BGLAP* of Human DPSC after TGF-β neutralization. *p < 0.05, **p < 0.01, ***p < 0.001; ns, not significant. **G** Model summarizing the regulatory role of macrophages in MSC osteogenic differentiation via secretion of TGF-β ligands, contributing to proper root development. PDLCs: periodontal ligament cells.

Taken together, our study identifies the functional macrophages critical for proper root morphogenesis, whose depletion causes impaired root elongation and disorganized PDL architecture. Mechanistically, these macrophages potentiate MSC osteogenic differentiation through TGF-β secretion, ultimately orchestrating root developmental patterning (Fig. 5G).

## Discussion

The immune microenvironment is increasingly recognized as a key regulator of organogenesis. Beyond their classical roles in inflammation and host defense, immune cells actively participate in organ formation, cell-fate decisions, and tissue homeostasis [42, 43]. Among immune cells, macrophages are particularly versatile, owing to their diverse subtypes, secretome, and dynamic intercellular interactions. They perform complex regulatory functions in various tissues that go far beyond their classical role as phagocytic “scavengers” [44, 45]. Here, we show that macrophages are pivotal for tooth root development. Depletion of macrophages in the root developmental niche led to defective differentiation of roots and periodontal ligaments. Mechanistically, single-cell RNA sequencing and in vitro co-culture assays indicated that macrophages shape the root niche via TGF-β signaling, which governs dental mesenchymal stem cell lineage commitment during molar root development.

The root developmental microenvironment hosts a spectrum of heterogeneous macrophages. F4/80⁺CD68⁺ macrophages progressively expanded in abundance and spatial distribution throughout the dental pulp and PDL during root formation, displaying an M2-like phenotype (CD206⁺). Meanwhile, CD68⁺F4/80⁻ osteoclasts in the dental follicle and alveolar bone mediated bone remodeling to facilitate tooth eruption. Both macrophages, though functionally distinct, collaborate as myeloid-lineage regulators of skeletal morphogenesis [24, 46]. Single-cell profiling further confirmed the heterogeneity in macrophages and revealed four distinct dental macrophage subsets in PN15.5 molars, including CCL2^hi^ (chemokine-enriched immunomodulatory), Col1a1^hi^ (ECM-remodeling), Lgals3^hi^ (antigen-presenting), and ACP5^hi^ (osteoclast-primed) populations. Notably, depletion of macrophages leads to a reduction in Col1a1^hi^ subset, thereby compromising the ECM remodeling process, suggesting subset-specific macrophage regulation of MSC lineage commitment.

Tooth root development is a tightly regulated process requiring coordinated actions of multiple cell types and precise molecular cues [2, 47]. Central to this program are Gli1⁺ MSCs [35, 48], which serve as key dental mesenchymal progenitors that generate odontoblasts and dental follicle-derived lineages essential for root formation. These cells also respond to multiple developmental cues such as Sonic Hedgehog, TGF-β, and BMP signals, orchestrating root morphogenesis, matrix mineralization, and functional maturation [27, 49, 50]. Using tdTomato to trace the Gli1⁺ lineage cells of developing molars, we observed a significant expansion of the Gli1⁺ MSC pool, yet impaired differentiation into functional periodontal cells (marked by reduced periostin expression) following macrophage depletion. Surprisingly, no significant differences in the expression levels or spatial distribution of classic markers *Dspp* and Nestin between macrophage-depleted and control groups. This suggests that macrophage-MSC crosstalk selectively regulates lineage-specific differentiation rather than broadly disrupting odontogenic programs.

The expansion of Gli1⁺ MSCs in macrophage-deficient molars indicates a disruption of the normal balance between progenitor maintenance and lineage commitment. Mechanistically, macrophages likely orchestrate Gli1⁺ MSC fate decisions via dual modalities: (i) secreting inhibitory cues that restrain excessive stem-cell proliferation to maintain an appropriate progenitor pool; and (ii) activating differentiation programs via TGF-β and related pathways that guide progenitors toward functional odontoblasts. Loss of macrophages disrupts this dual control, driving aberrant Gli1⁺ MSC proliferation coupled with differentiation arrest, collectively impairing root morphogenesis. Consistently, a recent study demonstrated a critical role of macrophages in antler generation in male sika deer, and even female deer could generate antlers when autologous macrophages were locally injected [51]. These conserved findings underscore macrophages as critical regulators of mesenchymal fate determination, though their context-dependent molecular effectors require further delineation.

Historically, the absence of reliable in vitro differentiation models and in vivo lineage-tracing tools has limited detailed interrogation of root microenvironmental cues. Single-cell transcriptomics now enables high-resolution mapping of intercellular communication during organogenesis. Using scRNA-seq, we found that macrophage depletion significantly downregulated osteogenic/odontogenic genes in dental mesenchyme (e.g., *Prrx1, Sfrp2, Mgp*), a transcriptional program underlying the shortened roots and defective mineralization observed. In addition, we detected reduced cell-adhesion signaling and decreased expression of TGF-β pathway components in Lipo-Clo-treated mice. Together, these data delineate a multifaceted signaling network in which macrophages coordinate multiple pathways to fine-tune tooth root morphogenesis. 

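Mgp (ENSMUSG00000030218, chromosome 6, 136872435 to 136875823) had 3662 UMIs and 275 CPM in Lipo-Clo mesenchyme and 9395 UMIs and 736 CPM in Lipo-PBS mesenchyme. Its log2 ratio was −1.42 (−1.48 to −1.36), and −0.58 with both libraries weighted to the same mixture of subclusters. In the other classes Mgp was lower in Lipo-Clo in 9 of 10, down to −2.68 in macrophages, and free mesenchymal RNA stays open there. Perivascular cells were the exception, with a ratio of 0.47 (0.38 to 0.56). A list of 32 osteogenic genes, fixed before the files were opened, had 26 genes in use, 8 of them labelled in Fig. 4D and 11 held by another list. Its median log2 ratio was −0.03 at the 7.44 percentile of its random lists, with 14 genes lower and 12 higher in Lipo-Clo. The sign of that median turned under DESeq2's size factors (0.03), with the mean over scaled cells plus 1 (0.02) and, a later choice, with clusters of several lineages counted as mesenchyme (0.05). With the mixture of subclusters made equal it was −0.05, at the 2.40 percentile. Without the genes that Fig. 4D labels, the remaining 18 had a median of 0.09 at the 38.6 percentile.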

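Among components of the TGF-β pathway in mesenchyme, Tgfbr1 (ENSMUSG00000007613, chromosome 4, 47353222 to 47414931) had 59.4 CPM in Lipo-Clo and 86.5 CPM in Lipo-PBS, a log2 ratio of −0.54 (−0.68 to −0.41). Tgfbr2 (ENSMUSG00000032440, chromosome 9, 116084293 to 116175360) had 104 and 149 CPM, a ratio of −0.52 (−0.63 to −0.42). Both stayed lower in all alternatives but shrank in some, Tgfbr1 to −0.24 with the mean over scaled cells plus 1, and Tgfbr2 to −0.30 there and to −0.21 with the mixture of subclusters made equal. The ligands moved apart. Tgfb1 was higher in Lipo-Clo mesenchyme by 0.22 (0.13 to 0.31), and by 0.13 with that mixture made equal. Tgfb2 had a ratio of −0.24, which shrank to −0.06 with the mean plus 1, and Tgfb3 did not differ beyond counting error (−0.03, −0.14 to 0.08). Itgb1 (ENSMUSG00000025809), a subunit of adhesion receptors, had 540 CPM in Lipo-Clo and 915 CPM in Lipo-PBS, a ratio of −0.76 (−0.80 to −0.72), and was lower in all 14 subclusters with at least 50 of its UMIs.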

In vitro assays further validated that macrophage-conditioned medium significantly promoted osteogenic differentiation of MSCs. Critically, TGF-β signaling blockade suppressed the pro-osteogenic response, establishing TGF-β as a crucial regulator of macrophage-dependent MSC differentiation.

Collectively, our findings highlight macrophage-derived TGF-β as a critical driver of immune-mesenchymal crosstalk during tooth root development, revealing the essential role of macrophages in orchestrating organ development.

## Materials and methods

### Mice

C57BL/6 J mice, aged 8–10 weeks, were purchased from Slack Laboratory Animal Technology Co., Ltd. (Shanghai, China). *Gli1-CreER* and *B6-G/R* transgenic mice were purchased from GemPharmatech (Nanjing, China) and used for lineage tracing experiments. Mice were maintained in specific pathogen-free conditions and euthanized using CO_2_ inhalation followed by cervical dislocation. Both sexes mice were included in the study.

### Animal procedures

*Gli1-CreER* male mice were crossed with *B6/JGpt-H11*^*em1Cin(CAG-loxP-ZsGreen-Stop-loxP-tdTomato)*^*/Gpt (B6-G/R)* female mice. Mice homozygous for this *ZsGreen/tdTomato* mutation are viable and fertile. The green fluorescent protein ZsGreen binds to the red fluorescent protein tdTomato and is knocked into the H11 gene locus of mouse origin. These mice possess *loxP* sites on either side of a membrane-targeted *ZsGreen* cassette and express strong green fluorescence in all tissues and cell types examined. When bred to Cre recombinase expressing mice, the resulting offspring have the *ZsGreen* cassette deleted in the Cre expressing tissue(s), activating the expression of tdTomato and emitting dazzling red fluorescence. Due to the tissue-specific expression of Cre, mice follow the expression time and location of Cre to turn on red fluorescence.

### Clodronate liposomes and tamoxifen administration

C57BL/6 J and *Gli1-CreER; B6-G/R* mice received intraperitoneal injections of clodronate liposomes (YiSheng, China) at a dosage of 40 μg/g every third day. Control animals received an equivalent volume of vehicle liposomes (Lipo-PBS). Tamoxifen (Sigma, T5648) was dissolved in corn oil (Sigma, C8267) at a concentration of 20 mg/mL. Cre recombination was induced with tamoxifen injected intraperitoneally in mice at a dose of 75 μg/g at PN9.5. The allocation of test animals used in our study was random. There was no targeted selection of individual animals for specific treatments. No statistical methods were used to pre-determine sample sizes; however, the sizes employed are in line with previously published studies in the field.

### Imaging mass cytometry staining

Tooth samples were fixed in 4% paraformaldehyde (PFA) in PBS for 2 days at 4 °C, washed 3 times with PBS, and decalcified in a 10% EDTA pH 7.2 solution at 4 °C for 2–3 weeks, depending on the age of the samples. After washing with PBS, samples were dehydrated in 30% sucrose in PBS at 4 °C for 2 days and processed for frozen sections. Sections were fixed with 4% PFA for 30 min at 4 °C and then washed the slides in Maxpar PBS for 5 min at room temperature. Frozen sections were blocked with the prepared 3% BSA blocking solution in Maxpar PBS for 45 min at room temperature. Incubate the slides with the antibody cocktail overnight at 4 °C in a hydration chamber (antibody details see Supplementary Table). After being washed three times with Maxpar PBS, sections were stained with the prepared Intercalator-Ir in Maxpar PBS for 30 min at room temperature. Subsequently, sections were washed in double-distilled water for 5 min and air-dried for 20 min at room temperature. Finally, tissue sections were analyzed by imaging mass cytometry, which couples laser ablation techniques and CyTOF mass spectrometry.

### Histological analysis

After fixation and decalcification, mandibles were cryoprotected in graded sucrose solutions and embedded in OCT compound (Tissue-Tek, Sakura). Cryosections of 8 μm thickness were prepared using a Leica CM3050S cryostat. Hematoxylin and eosin (H&E) staining was performed following standard protocols.

### TRAP staining

TRAP staining was performed using the TRAP/ALP staining kit (Wako, 294-67001) to detect osteoclasts, according to the manufacturer’s protocol. In brief, mouse mandible sections were incubated with 0.5 mL TRAP staining solution for 30 min at room temperature in a humidified chamber. Sections were rinsed three times with distilled water, followed by application of 0.5 mL nuclear staining solution.

### Micro-CT analysis

Mouse mandibles were harvested and fixed overnight in 4% paraformaldehyde, followed by decalcification in 10% EDTA (pH 7.2) for 3 weeks. After fixation, mandibles were dried, wrapped in parafilm, and scanned using a SkyScan 1176 Micro-CT imaging system (Bruker, Germany). Scanning parameters included: 50 kV voltage, 455 μA current, 265 ms exposure, 18 μm resolution, and 0.8° rotation step. Images were reconstructed using NRecon, visualized with CTvox, and analyzed using CTAn software. The first molar alveolar bone was selected as the region of interest (ROI), and identical analysis parameters were applied across all samples.

### Immunofluorescence and in situ hybridization

Samples were prepared as above. Following decalcification and PBS washing, samples were soaked in PBS containing 30% sucrose at 4 °C for 2 days. Tissue was cut at 8 μm thickness using a Cryostat Leica CM3050S with high-profile microtome blades and cryofilm (Section Laboratory). Before staining with antibodies, cryosections were incubated with blocking buffer containing 3% BSA and 0.3% Triton™ X-100 in PBS for 1 h at room temperature. Sections were washed twice with PBS for 5 min, then incubated overnight at 4 °C with primary antibodies diluted in blocking buffer. After washing three times with PBS, sections were incubated with Alexa Fluor-conjugated secondary antibodies (Thermo Fisher), counterstained with DAPI (Abcam, C1002), and imaged.

In situ hybridization was performed using RNAscope Multiplex Fluorescent Reagent Kit (Advanced Cell Diagnostics, 323100) and RNA-Protein Co-Detection Ancillary Kit (Advanced Cell Diagnostics, 323180), according to the manufacturer’s instructions. In brief, tissues were fixed in 4% PFA overnight at 4 °C and subsequently cryosectioned into 8-μm-thick slices. Following dehydration with graded ethanol, antigen retrieval was performed on the sections at 98–102 °C for 5 min, then treated with protease for 10 min at room temperature. If RNA-Protein Co-Detection were required, sections were incubated overnight at 4 °C with primary antibodies (Rabbit anti-Ki67, Abcam, ab15580). Probes were then hybridized for 2 h at 40 °C. Subsequently, RNAscope amplification reagents (provided in RNAscope Multiplex Fluorescent Reagent Kit v2) were applied according to the manufacturer’s protocol. Finally, signal detection was performed with TSA Plus Cyanine 3.

### Cell culture

All cell culture experiments were conducted under sterile conditions. Mouse bone marrow-derived macrophages (BMDMs) were isolated from C57BL/6 J mice, while human PBMC-derived macrophages were differentiated from peripheral blood mononuclear cells of healthy donors. Mouse MSCs and human MSCs were obtained from C57BL/6 J mice and healthy donors, respectively. All cells were maintained in DMEM supplemented with 10% fetal bovine serum (FBS), 1× penicillin–streptomycin-amphotericin B antibiotic/antimycotic solution, at 37 °C under 5% CO₂.

### Differentiation of monocyte-derived macrophage

PBMCs were isolated from whole blood collected from healthy adult donors. Briefly, whole blood was diluted 1:1 with PBS and carefully layered over Lymphoprep™ (StemCell Technologies) density gradient media. After centrifugation at 800 × *g* for 20 min at room temperature without brake off, the PBMC fraction was collected without disturbing the plasma: Lymphoprep™ interface. PBMCs were then washed with PBS at 300 × *g* for 10 min. CD14^+^ monocytes were magnetically sorted from PBMCs using EasySep™ Human CD14 Positive Selection Kit II (StemCell Technologies) and cultured in DMEM supplemented with 10% FBS and 20 ng/mL macrophage colony-stimulating factor (M-CSF, GenScript, Z02914-1). During the differentiation of macrophages, half of the media was changed at day 3. At day 7, the differentiated macrophages were harvested.

### BMDM differentiation

BMDMs were differentiated from bone marrow hematopoietic progenitors under sterile conditions. In brief, mouse femurs and tibiae were dissected, and the bone marrow was extruded by flushing the medullary cavity with cold PBS through a 25-gauge needle. The cell suspension was filtered through a 70-μm strainer before culture. The isolated cells were cultured in DMEM supplemented with 10% FBS and 20 ng/mL macrophage colony-stimulating factor (M-CSF, GenScript, Z02930-50). During the propagation and differentiation of BMDMs, half of the media was changed at day 3. At day 5, 20 ng/mL recombinant murine IL-4 (NOVUS, NBP2-35131) was optionally added to induce M2 macrophage polarization. At day 7, macrophages were treated with either 40 μg/mL anti-TGF-β neutralizing antibody or IgG isotype control (Selleck, A2113).

To harvest PBMC or macrophage-conditioned medium, culture supernatants were collected and centrifuged at 1000 × *g* for 10 min to remove cellular debris. For functional assays, BMDMs/PBMC-derived macrophage conditioned medium was mixed 1:1 (v/v) with either DMEM medium (as a control) or osteogenic differentiation medium prior to treatment.

### Isolation and culture of MSCs from mouse compact bone

Primary MSCs were isolated from 2-week-old C57BL/6 J mice euthanized via cervical dislocation following institutional animal care guidelines. Cut the femurs and tibias from which the bone marrow has been washed out into 1-3 mm^3^ fragments; Digest the bone fragments with α-MEM supplemented with 2% FBS and 1.0 mg/mL collagenase type II (Gibco) at 37 °C with constant agitation (200 rpm) for 1 h. Stop digestion when the bone fragments become loose. After centrifugation at 300 × *g* for 5 min, the collagenase-containing supernatant was carefully aspirated. The digested bone fragments were subsequently seeded in the culture dish, and an appropriate amount of fresh α-MEM (containing 10% FBS) was added to submerge the bone fragments; the culture dish was placed in an incubator at 37 °C and 5% CO2. The culture medium was routinely replaced every 3 days. When the confluence reaches 80–90%, digest with trypsin-EDTA solution (0.25%:0.02%) and passage at a ratio of 1:4.

### Isolation and culture of MSCs from first mandibular molars

Dental pulp mesenchymal cells (DPCs) were isolated from first mandibular molars harvested from C57BL/6 J mice aged PN7.5. The tissues were carefully minced into small fragments using sterile surgical blades and then cultured in α-MEM medium supplemented with 10% fetal bovine serum at 37 °C in a 5% CO_2_ incubator. The culture medium was routinely replaced every 3 days.

For MSCs derived from mouse mandibular first molars and compact bone, primary cells were expanded to passage 3 (P3) prior to characterization. P3 MSCs were detached with 0.25% trypsin/EDTA and stained with antibodies against CD44, CD29, Sca-1, CD45, CD31 and CD34 for flow cytometric characterization (antibody details see Supplementary Table).

### Isolation and culture of primary human dental pulp cells

Primary dental pulp stem cells (DPSCs) were isolated from healthy third molars extracted from adult donors. The extracted teeth were washed three times in sterile PBS and then tapped with a sterile surgical mallet to expose the pulp chamber. The pulp tissue was gently dissected from the crown and root, followed by enzymatic digestion in 3 mg/mL Collagenase I (Gibco) and 4 mg/mL Dispase Ⅱ (Roche) at 37 °C for 1 h. Cells were filtered (70 µm strainer) to obtain single-cell suspensions. The isolated cells were cultured in DMEM (containing 10% FBS). Place the culture dish in an incubator at 37 °C and 5% CO_2_. Change the culture medium every 3 days; When the confluence reaches 80–90%, digest with trypsin-EDTA solution (0.25%:0.02%) and passage at a ratio of 1:4. P3 MSCs were detached with 0.25% trypsin/EDTA and stained with antibodies against CD90, CD29, CD146, CD73, CD105, CD45, CD31 and CD34 for flow cytometric characterization.

### Osteogenic differentiation

1 × 10^5^ MSCs/well were seeded into a 12-well plate. To induce osteogenic differentiation, MSCs were cultured with osteogenic differentiation medium, which consisted of α-MEM medium supplemented with 50 μg/mL ascorbic acid (Sigma, A8960), 5 mM β-glycerophosphate (Sigma, G9422), and 100 nM dexamethasone (Sigma, D4902), with conditioned medium added at a 1:1 ratio (v/v). The compact bone-derived MSCs culture medium was supplemented with 2 μM ALK5 inhibitor (SB525334, Selleck, S1476) to specifically inhibit the TGF-β signaling pathway.

### ARS staining

Mineralized bone nodules were stained with 2% Alizarin Red S solution (Beyotime, C0138) for 15 min at room temperature. Subsequently, the samples were rinsed with PBS to eliminate unbound stain.

### RNA isolation and RT-qPCR analysis

RNA was extracted from primary mouse MSC or human DPSCs using FastPure Cell/Tissue Total RNA Isolation Kit V2 (Vazyme, Nanjing, China), and cDNA was synthesized using PrimeScript™ RT Master Mix (Takara, Dalian, China). Real-time PCR was performed using SYBR qPCR Master Mix (Vazyme, Nanjing, China) according to the manufacturer’s guidelines on QuantStudio 6 Flex (Applied Biosystems, Foster City, CA). The following primers were used for qPCR: *Runx2* (5′- CACTGGCGCTGCAACAAGA-3′, 3′- CATTCCGGAGCTCAGCAGAATAA-5′), *Bglap* (5′-AGCAAAGGTGCAGCCTTTGT-3′, 3′-GCGCCTGGTCTCTTCACT-5′), *β-actin* (5′-TGGCACCCAGCACAATGAA-3′, 3′-CTAAGTCATAGTCCGCCTAGAAGCA-5′). Relative expression was calculated as RQ = 2^–ΔΔCt^.

### Western blot

The MSCs cultured in vitro were washed twice with cold PBS and lysed in RIPA buffer containing a complete protease inhibitor cocktail on ice for 30 min. Cell lysates were then centrifuged at 12,000 rpm for 10 min at 4 °C to obtain the supernatant. Western blot was performed per standard protocol. The following primary antibodies were incubated: anti-Col1a1 (Cell Signaling Technology, 72026S), anti-Runx2 (Cell Signaling Technology, 12256S) and anti-Sp7(Abcam, ab209484) at 4 °C overnight. After incubation with the HRP-conjugated secondary antibodies (Cell Signaling Technology, 7074S) for 1 h at room temperature, the signal was visualized with ECL reagents (FDbio) and detected by a chemiluminescence imaging system (Cytiva, Amersham ImageQuant™ 800).

### Flow cytometry

For single-cell preparation, first mandibular molars and surrounding tissues from 8 to 10-week-old C57BL/6 J mice were enzymatically digested using 4 mg/mL Dispase Ⅱ (Roche) and 2 mg/mL Collagenase I (Gibco) (37 °C, 30 min; Eppendorf thermomixer). The liberated cells were filtered (40 μm nylon mesh) and collected by low-speed centrifugation (400 × *g*, 5 min). Single-cell suspensions from molar tissues were incubated with antibody cocktail in PBS with 2% FBS, for 30 min at 4 °C in the dark. Washing steps with PBS (containing 10% FBS) were repeated three times. Anti-mouse antibody information used for staining is described in the Supplementary Table. Cell acquisition was performed on an LSRII (BD Biosciences). Data were analyzed with FlowJo software (Tree Star).

### Cell isolation and single-cell RNA sequencing

To obtain single-cell transcriptomes, first mandibular molars and their surrounding tissues at PN15.5 were digested with 4 mg/mL Dispase (Roche) and 2 mg/mL Collagenase I (Gibco) at 37 °C for 30 min on a thermomixer (Eppendorf). The resulting cell suspension was filtered through a 40-μm strainer (Corning, 352350) and centrifuged at 400 × *g* for 5 min. Cell viability and counts were assessed using an automated cell counter. Samples were then used for single-cell RNA sequencing with the 10x Genomics system m. Library sequencing was performed on the Illumina NovaSeq X Plus by Gene Denovo Biotechnology Co., Ltd (Guangzhou, China). Bioinformatics analyses were performed using Omicsmart (http://www.omicsmart.com).

### Statistical analysis

No animals or samples were excluded from the analysis. For all animal experiments, investigators were blinded to the group allocation during the data collection and analysis. Statistical analysis was performed using GraphPad Prism 9. Data are presented as mean ± SEM. Two-group comparisons used Student’s *t* test if F-test indicated equal variances. For multiple group comparisons, one-way ANOVA followed by Tukey’s post hoc test was performed when appropriate. Experiments were repeated at least twice. Significance thresholds were set at *p < 0.05, **p < 0.01, ***p < 0.001; ns, not significant.

## Supplementary information

Supplementary Information

Supplementary Table1

Original Data

## Data Availability

Single-cell RNA-seq data generated in this study are available through the GEO database under accession code GSE320526. The publicly available scRNA-seq data of Supplementary Figure 4A and B were obtained from the datasets deposited in the GEO database GSE189381 (Jing J et al., *Nat Commun*, 2022, PMID: 35974052) and reanalyzed by RStudio (version 2023.12.0.369) and R (version 4.3.2).

# Supplementary material for: Depletion of macrophages during early postnatal development leads to disrupted tooth root development and altered Gli1⁺ MSC trajectory
**Source:** Cell Death Dis. 2026 Apr 26;17(1):555. doi: 10.1038/s41419-026-08753-7
**Supplement:** Supplementary file 1 — Supplementary Information

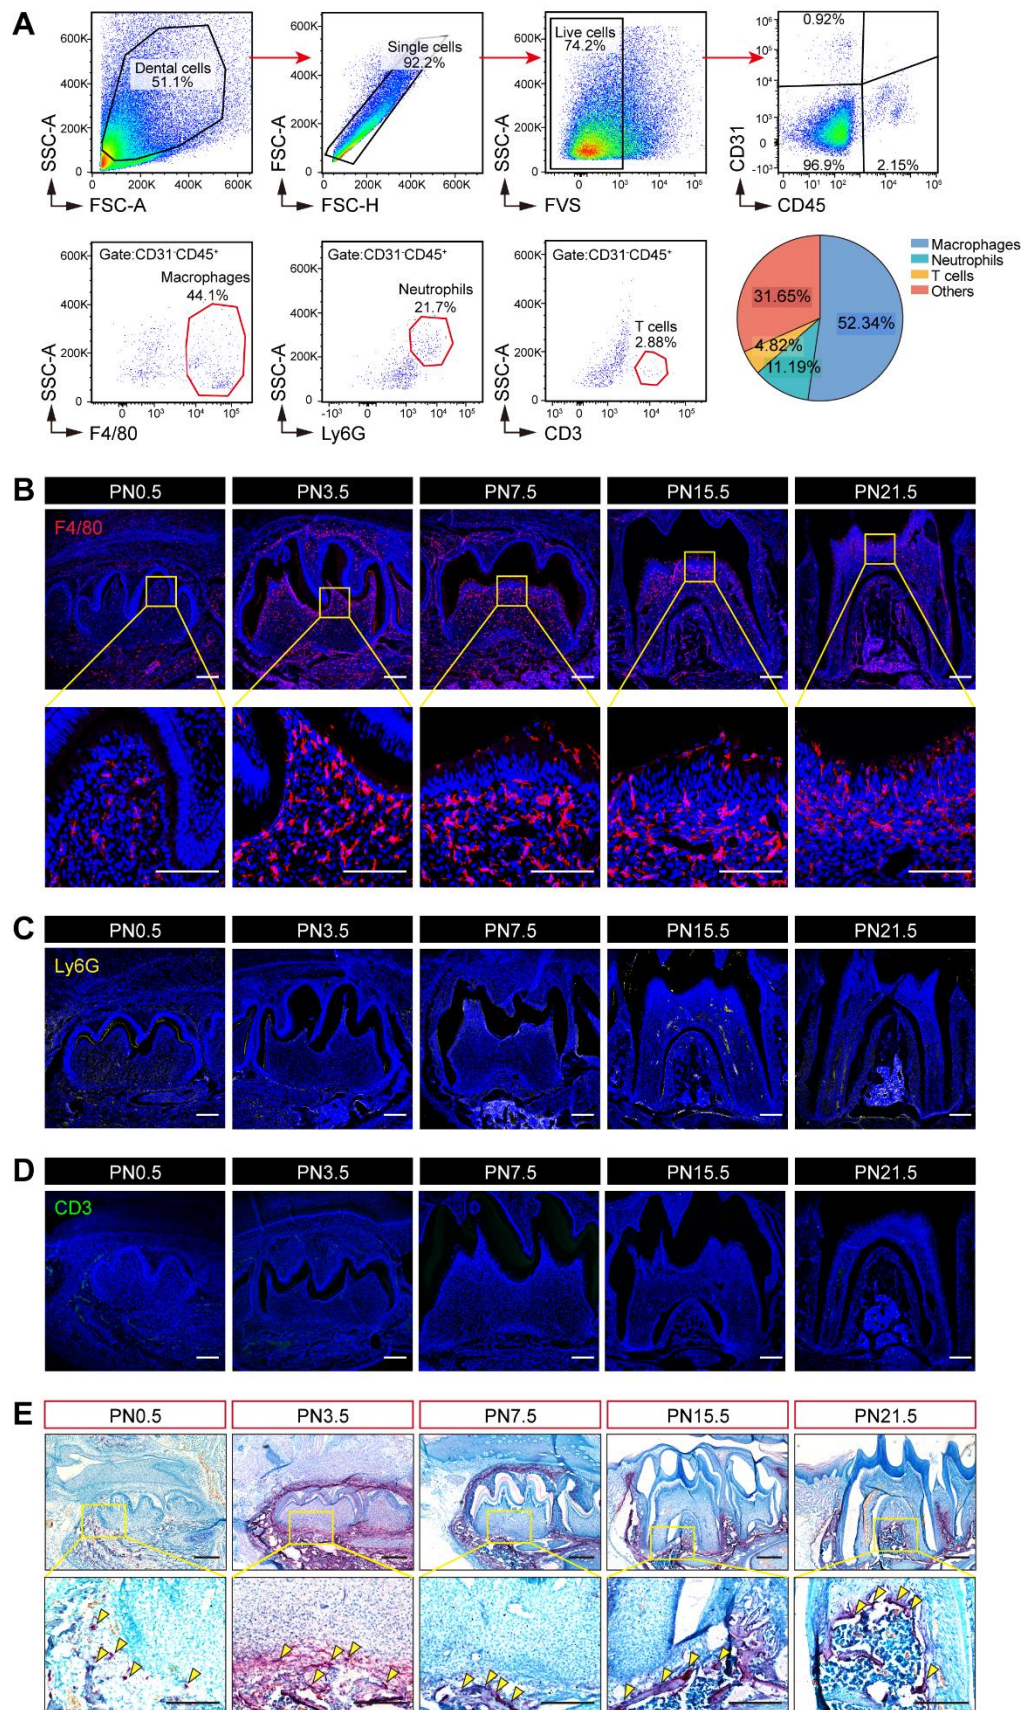

**Fig. S1 Spatial distribution of immune cells during molar root development.**

A, Representative flow cytograms and immune cell proportions (pie chart) in mouse first mandibular molars.

B, Immunofluorescence staining of F4/80<sup>+</sup> macrophages in first mandibular molars from PN0.5 to PN21.5. Yellow areas highlight macrophage localization within the odontoblast layer.

C, Immunofluorescence staining of Ly6G<sup>+</sup> neutrophils in first mandibular molars from PN0.5 to PN21.5.

D, Immunofluorescence staining of CD3<sup>+</sup> T cells in first mandibular molars from PN0.5 to PN21.5.

E, TRAP staining reveals the spatial distribution of osteoclasts during molar development. Yellow arrows indicate TRAP<sup>+</sup> cells. Scale bars: 100  $\mu$ m.

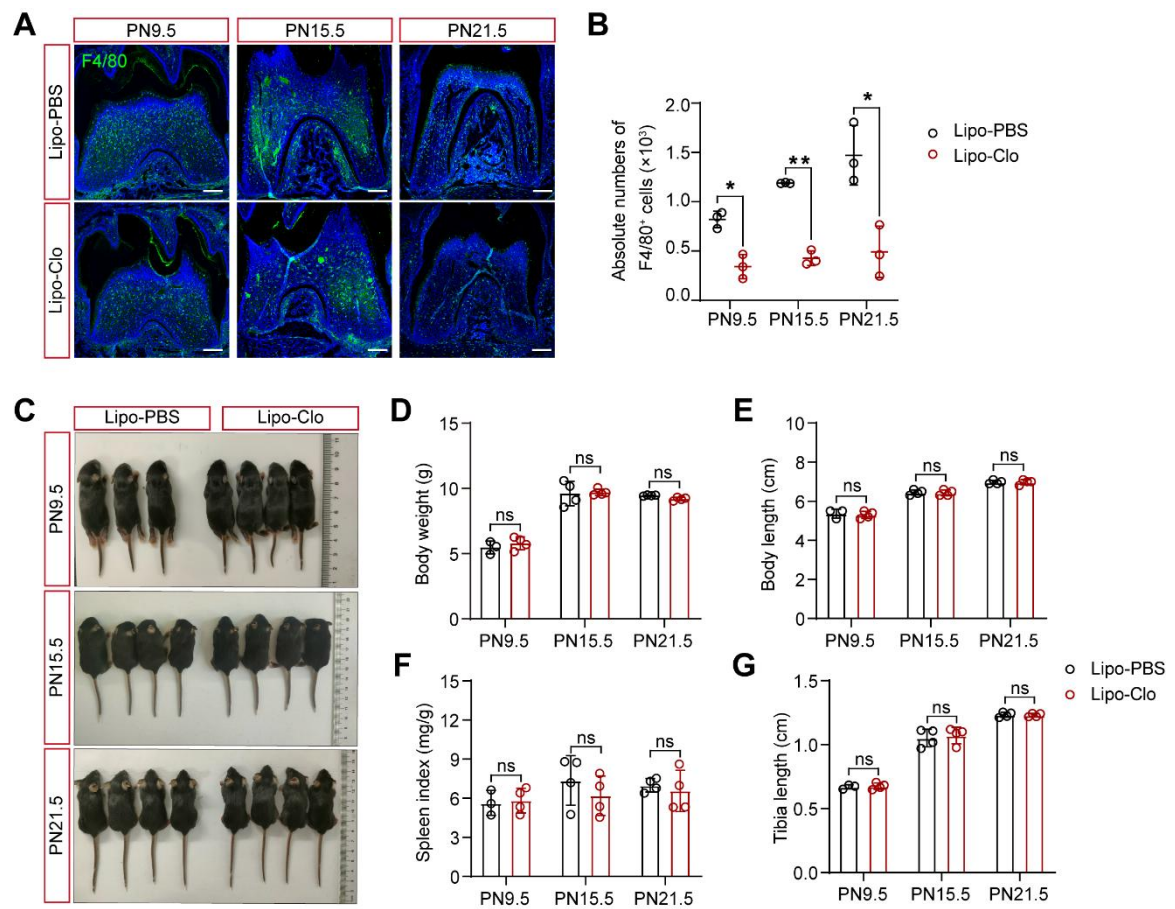

**Fig. S2 Clodronate liposomes efficiently deplete macrophages *in vivo*.**

A, Immunofluorescence staining of F4/80<sup>+</sup> macrophages in first mandibular molars of Lipo-Clo- and Lipo-PBS-treated mice at PN9.5, PN15.5, and PN21.5.

B, Quantification of F4/80<sup>+</sup> macrophages at the indicated developmental stages. \* $p < 0.05$ , \*\* $p < 0.01$ .

C, Photographs of mice at the indicated developmental stages.

D, Quantification of body weight at the indicated developmental stages.

E: Quantification of body length at the indicated developmental stages.

F: Quantification of spleen index at the indicated developmental stages.

G: Quantification of tibia length at the indicated developmental stages. ns, not significant. Scale bars: 100  $\mu$ m.

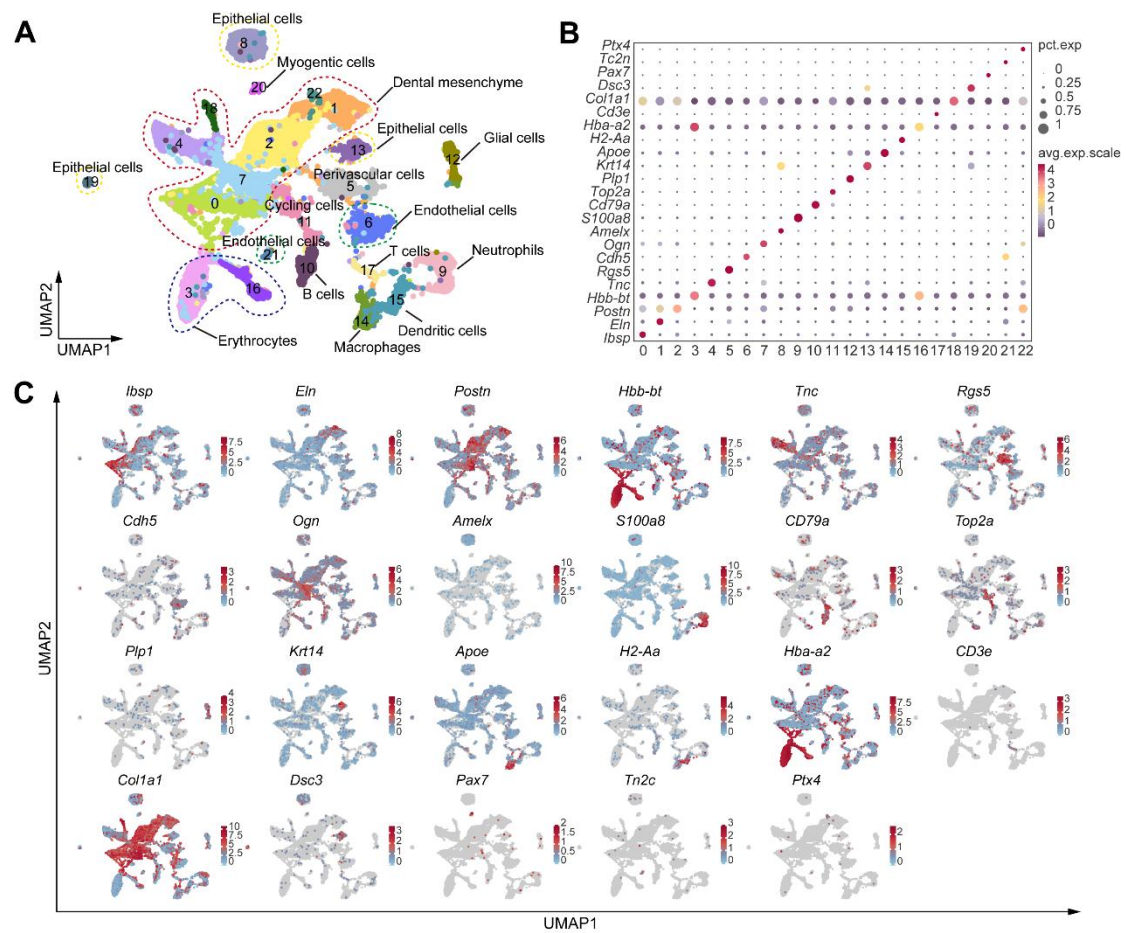

**Fig. S3 Cell populations in the mouse molar and its surrounding tissue at PN15.5.**

A, UMAP plot of cell types in mouse mandibular first molar and surrounding tissue at PN15.5.

B, Dot plots depicting the expression of cluster-defining genes.

C, Feature plot visualizing the expression of cluster marker genes.

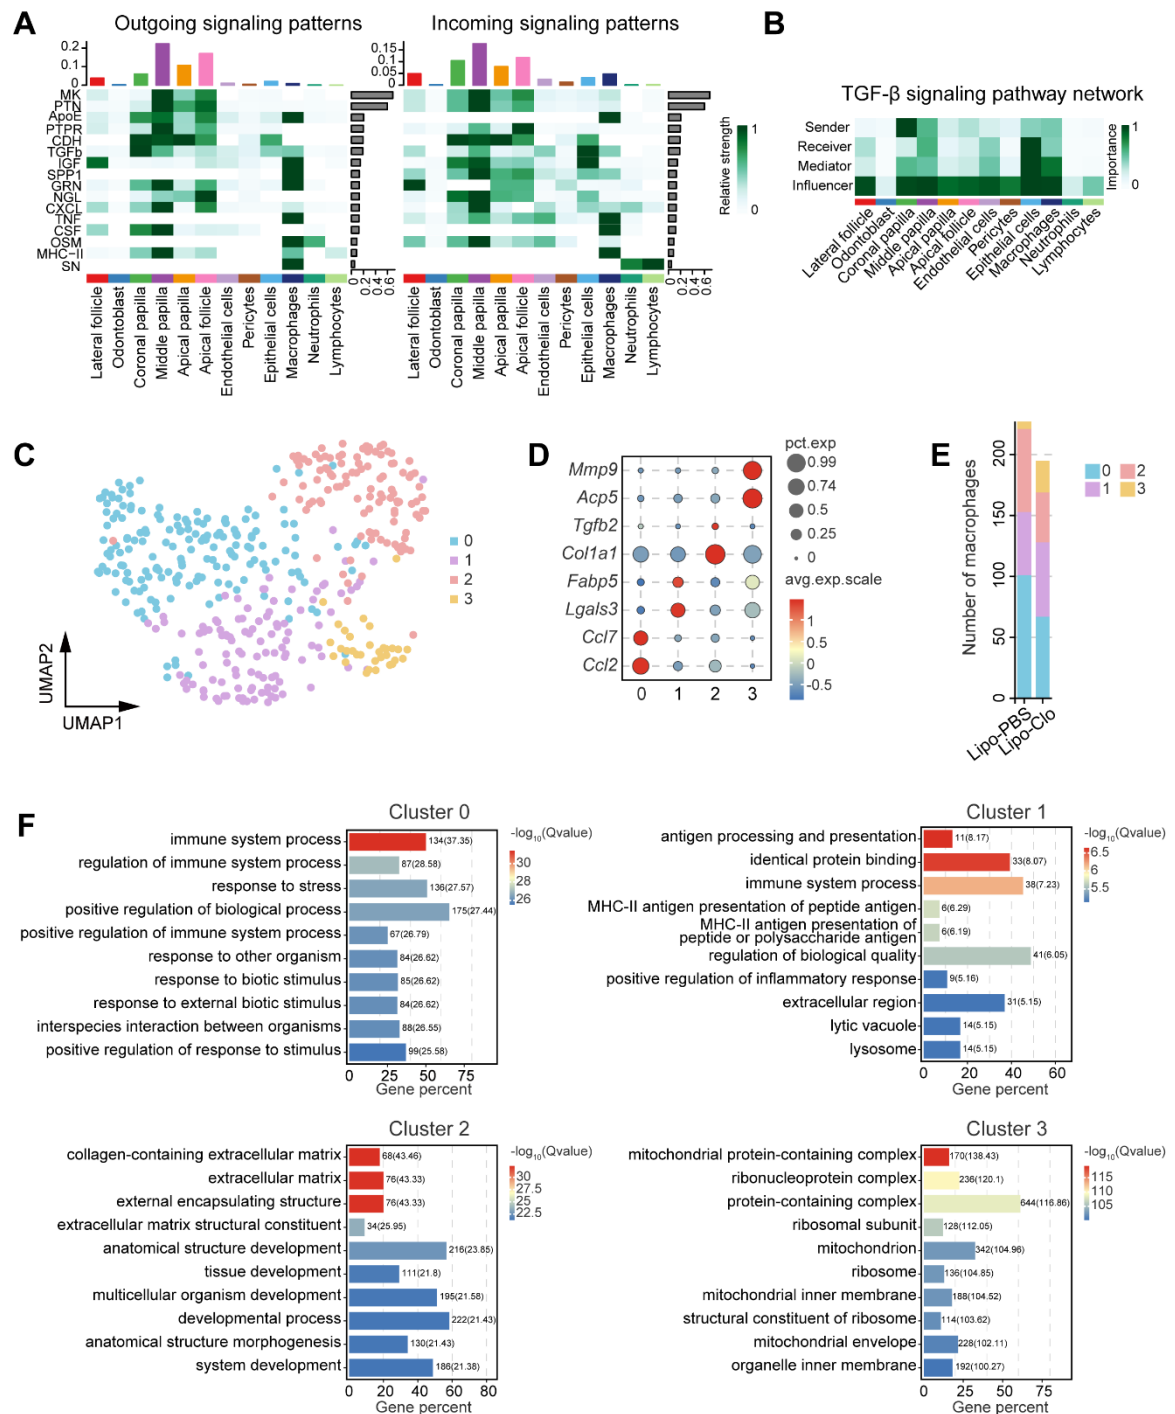

**Fig. S4 Predicted cell–cell communication between macrophages and dental mesenchyme.**

A, Outgoing and incoming signaling interactions among dental mesenchymal cell populations at PN3.5.

B, Inferred TGF- $\beta$  signaling network between macrophages and dental mesenchymal cells at PN3.5.

C, UMAP visualization of tooth macrophages identified by scRNA-seq.

D, Dot plot showing cluster-defining marker genes across macrophage subclusters.

E, Depletion of macrophages by clodronate liposomes alters the number of macrophage subpopulations in molar.

F, Enriched GO terms in macrophage subset-specific gene profiles.

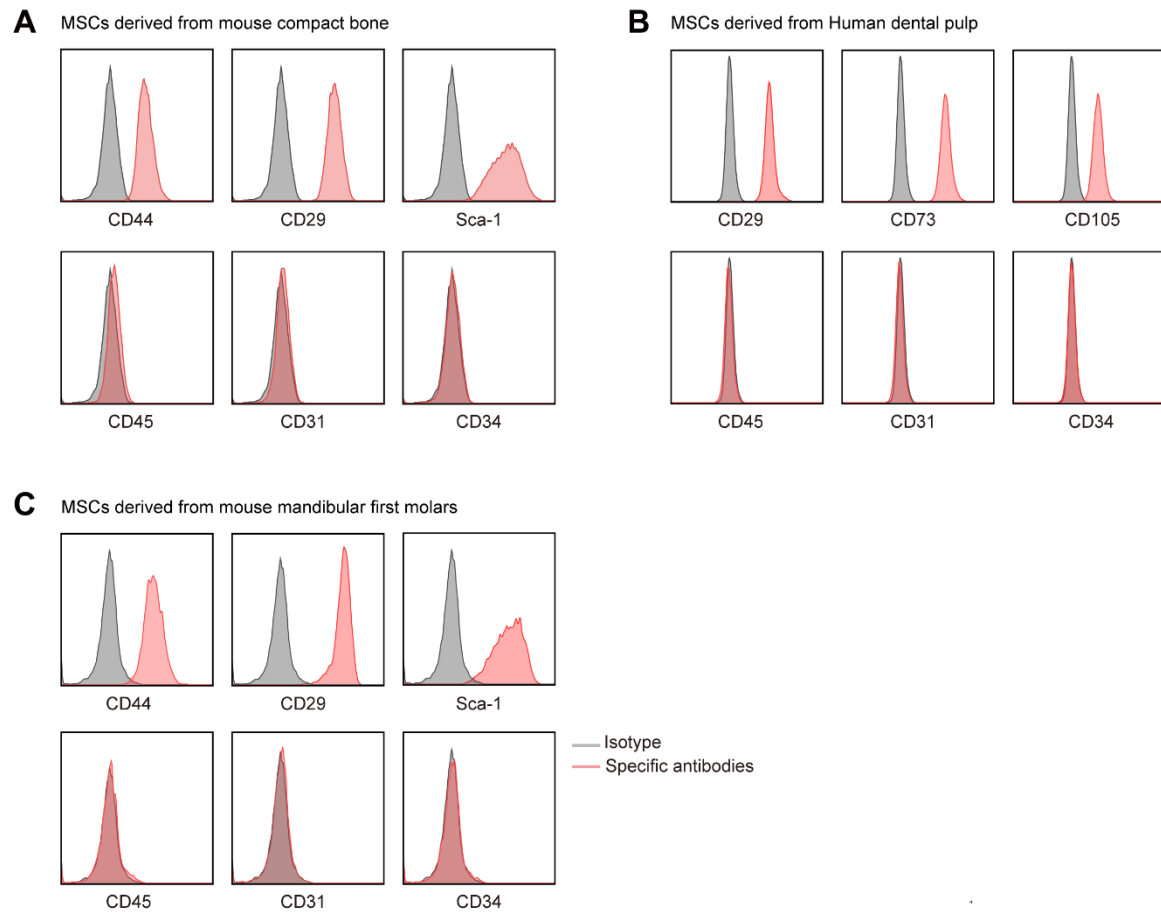

**Fig. S5 Isolated primary MSCs exhibit typical MSC characteristics *in vitro*.**

A, FACS analysis of cultured compact bone-derived MSCs indicates high expression of CD44, CD29 and Sca-1, but negativity for CD45, CD31, and CD34.

B, FACS analysis of cultured human dental pulp derived hDPSCs indicates high expression of CD29, CD73, and CD105, but negativity for CD45, CD31, and CD34.

C, FACS analysis of cultured mouse molar derived MSCs indicates high expression of CD44, CD29 and Sca-1, but negativity for CD45, CD31, and CD34.

# Supplementary material for: Depletion of macrophages during early postnatal development leads to disrupted tooth root development and altered Gli1⁺ MSC trajectory
**Source:** Cell Death Dis. 2026 Apr 26;17(1):555. doi: 10.1038/s41419-026-08753-7
**Supplement:** Supplementary file 2 — Supplementary Table1

**Supplementary Table**

How the deposited data were processed for this re-analysis (not part of the article)

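Single-cell RNA sequencing of mandibular first molars with surrounding tissues at PN15.5 was examined, with 1 library from mice given clodronate liposomes (Lipo-Clo) and 1 from mice given vehicle liposomes (Lipo-PBS). The paper's text does not say how many mice each library holds, and it says of the mice in general that both sexes were included. The study's public data from another laboratory (Fig. S4A, B) and its other assays were not analysed here.

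The authors deposited UMI counts per gene and called cell from Cell Ranger 8.0.0 (per the file headers), not normalized, for 34285 genes. No step between Cell Ranger and the deposited counts is stated, nor are the genome build and annotation. Coordinates given with genes are those of GENCODE M21 on GRCm38, joined by Ensembl identifier. Depth was 31053404 UMIs in 9362 cells for Lipo-Clo and 30537834 UMIs in 9653 cells for Lipo-PBS, with at least 500 and 501 UMIs per cell. At this depth a count carries an exact Poisson interval and a share an exact Clopper-Pearson interval, both at the 95% level.

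Cells with fewer than 200 genes or over 20% mitochondrial UMIs were left out, and then doublets called by Scrublet as implemented in scanpy 1.11.5, per library. Where its automatic threshold called under 0.5% or over 25% of a library, the highest scores up to 0.8% per 1000 cells were left out in its place, which applied to Lipo-PBS. The counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components and 20 neighbours went into Leiden clustering (leidenalg 0.10.2) at resolution 1 with seed 1. Both libraries were clustered together, with no batch correction.

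Clusters were named from marker lists. The marker lists, the main settings, the gene lists and most alternatives were fixed before the data were examined, and the rules that turn markers into names were settled afterwards. A marker counted when it was at least 2-fold above the median cluster and seen in at least 10% of the cluster's cells. A cluster took the name with the highest mean log2 level of its markers among classes with at least 3, the mesenchymal lists being counted together. It stayed unnamed where another class held more of its 10 leading genes (among genes seen in at least 50% of its cells), in all its cells or in those of 1 library, or where at least 2 other lineages were also marked. The unnamed clusters held 366 Lipo-Clo and 998 Lipo-PBS cells. Dental mesenchyme is all clusters named mesenchyme, osteoblast or cementoblast, or odontoblast. It was clustered again with 2000 variable genes, 20 components and resolution 0.6, and macrophages with 1000 genes, 10 components and resolution 0.5. The mesenchyme still holds a subcluster of 25 cells led by B cell genes.

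For mesenchyme, UMIs were summed per library and scaled to counts per 1000000 (CPM). Ratios are Lipo-Clo over Lipo-PBS on the log2 scale, with exact intervals for the ratio of 2 Poisson counts. With 1 library per condition there are no p-values. No paired analysis was possible because each condition has 1 library. Genes with a UMI in at least 10% of the mesenchymal cells of either library were used, and those past the fold limit drawn in Fig. 4D were counted by size alone.

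Gene lists were written for collagen and matrix, TGF-β signalling, TGF-β targets, PI3K-AKT, focal adhesion, osteogenic genes, nuclear-coded oxidative phosphorylation, dissociation stress, cell cycle and hedgehog genes. The gene sets behind the paper's Figs. 4E to H are not given in its text. A list's median log2 ratio was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. Random genes were drawn singly, so the percentiles allow neither for genes that move together nor for spread between mice. For 3 lists the Reactome sets of fgsea 1.28.0 were tried beside them. Named genes are those the paper names for the single-cell data in its text and Figs. 4C, 4D, 4I, S3B and S4D, the genes Gli1, Mki67, Dspp, Nes and Postn, and the 5 genes in each direction with the largest ratio that kept one sign in at least 75% of the subclusters with 50 or more of their UMIs, mitochondrial and haemoglobin genes left out.

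Alternatives were doublets kept, at least 500 genes and at most 10% mitochondrial UMIs per cell, every deposited cell kept, Leiden at 0.5 and 2, and each library clustered on its own. For mesenchyme they were edgeR 4.0.16 TMM factors, DESeq2 1.42.0 size factors, totals without mitochondrial, haemoglobin and ribosomal protein genes, the mean over scaled cells plus 1, cells thinned to 1000 UMIs, both libraries weighted to the same mixture of subclusters, all genes with at least 20 UMIs, and limits of 1.5-fold and 2-fold. Macrophages were also called by at least 3 UMIs over the C1q genes, counted without erythroid cells, and subclustered at resolution 1, and their Col1a1-high subset was called by Col1a1 above 1% of UMIs. Chosen after the data had been seen were clusters of several lineages counted as mesenchyme, the cluster with osteoclast markers counted with macrophages, DESeq2 factors from the genes in use, and a mixture of subclusters formed without the genes past the fold limit.

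The computation was tested on simulated counts for 4674 genes with counting error only. Of these genes 200 were changed by 1.5-fold or 2-fold in either direction, both past the limit. All of the changed genes (100%) and 0 of 4474 unchanged genes passed the limit. This checks the arithmetic and cannot show how many genes would pass between libraries that differ in mice or handling. With only the mixture of subclusters changed, 589 of 3939 genes passed the limit before both libraries were weighted to the same mixture, and 95 after. The weighting there used the simulated labels, without a new clustering. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and R 4.3.3 were used.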

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

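The tests of the B cell share, of marrow progenitors and of the erythroid share under the cell filter were chosen only after the shares of the cell classes had been seen.

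The share of neutrophils differs between the libraries, and the paper lists these cells without comparing them. They are 6.92% of Lipo-Clo and 2.47% of Lipo-PBS. Cells with at least 10 UMIs over Mpo, Elane, Ctsg and Prtn3, transcripts of granulocyte progenitors, are 1.34% of Lipo-Clo (109 cells) and 0.242% of Lipo-PBS (20 cells), and the paper does not report on them either. A rise of neutrophils alone is argued against by the B cell share, which is 1.86-fold larger in Lipo-Clo. The erythroid share, 4.87% of Lipo-Clo and 2.83% of Lipo-PBS, cannot be used in this way, since the cell filter sets its direction. With every deposited cell kept its log2 ratio is −0.12, and in that same clustering it is 0.77 (0.54 to 1.00) among cells that pass the filter. Of the cells the filter removed, 468 of 476 in Lipo-Clo and 746 of 759 in Lipo-PBS were erythroid.

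More bone marrow in the tissue taken for Lipo-Clo is a candidate explanation. Progenitors that live in marrow were 5.53-fold more frequent there (3.41 to 9.41), and cells with at least 3 UMIs over the early B cell genes Vpreb3, Igll1 and Rag1 were 2.01-fold more frequent (363 and 183 cells). These gates were set after the data had been seen. A response of the marrow to the clodronate liposomes would give the same values and stays open, as does a difference between the mice, since each condition is 1 library. The depth of the kept cells is close in both libraries (medians of 2551 and 2678 UMIs), and the shares are of all kept cells, so a larger share of marrow cells lowers that of the other classes.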

How the results depend on the processing

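Values with clusters of several lineages counted as mesenchyme, with the osteoclast-like cluster added, with DESeq2 factors from the genes in use and with subclusters formed without the genes past the limit were chosen after the data had been seen; the other alternatives were chosen beforehand. Where a cause is not named, the cause was not tested.

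The macrophage share was lower in Lipo-Clo in all settings but 1, its log2 ratio running from −0.85 to 0.10. It turned to 0.10 with each library clustered on its own, where by construction an osteoclast-like cluster of 60 Lipo-Clo cells counts as macrophage and macrophage clusters alone give −0.43. It moved to −0.092 with at least 500 genes and at most 10% mitochondrial UMIs per cell, where macrophage clusters alone give −0.49. The Col1a1-high subset ran from −0.97 to 0.13 and stayed within the interval of its main value in all 8 alternatives, an interval that is wide because it rests on 15 and 35 cells. The erythroid share turned to −0.12 with every deposited cell kept, where cells that pass the main filter alone give 0.77, so the turn comes from the erythroid cells that the filter removes. The shares of mesenchyme, neutrophils, B cells, endothelium, perivascular cells, glia and T or NK cells kept their direction in all 6 alternatives tried for them. That of epithelium, whose interval includes equal shares, ran from −0.08 to 0.19. Its clusters moved apart by the main settings. The one led by Ambn, Amtn and Amelx held 595 Lipo-Clo and 386 Lipo-PBS cells, and the one led by Lgals7, Krt14 and Krt5 held 184 and 360. The share of unnamed cells ran from −2.72 to −0.68. The cycling share, at 0.36 (0.05 to 0.67) by the main settings, turned to −0.22 (−0.52 to 0.08) with each library clustered on its own, and the cause was not tested.

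The number of genes past the size rule depended on the processing. Genes higher in Lipo-Clo, 505 by the main settings, were 814 with DESeq2 size factors, 41 with the mean over scaled cells plus 1, 336 with the mixture of subclusters made equal, 294 with that mixture from subclusters formed without the genes past the limit, 2252 over all genes with at least 20 UMIs, 40 at 1.5-fold and 7 at 2-fold. Genes lower in Lipo-Clo, 715 by the main settings, were 91 with the mean plus 1, 2841 over all genes with at least 20 UMIs, 229 at 1.5-fold and 45 at 2-fold. By construction the higher limits admit fewer genes, the 20-UMI rule admits more (15080 genes in place of 4674), and adding 1 draws ratios of low values toward 0. For the other settings the cause was not tested. More genes were lower than higher in all settings but DESeq2's size factors (61.0% higher) and TMM (51.3% higher). DESeq2's factors of 1 leave the totals unequal and move the median log2 ratio of all genes from −0.01 to 0.05, and its factors from the genes in use gave 45.1% higher.

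The median of the matrix list stayed below 0 in all settings. It moved from −0.28 to −0.084 and −0.11 with the mixture of subclusters made equal, from the main subclusters and from those formed without the genes past the limit, to −0.15 with clusters of several lineages counted as mesenchyme and to −0.13 with the Reactome set, which holds other genes. The TGF-β list moved from −0.21 to −0.062 with the mean plus 1, still below the middle 95% of its random lists (0.055 percentile). With the Reactome set, which holds other genes, it had −0.097 and lay within that range (4.90 percentile). The PI3K-AKT list ran from −0.12 to −0.01. Its place below the middle 95% of random lists (1.20 percentile) was lost with the mean plus 1 (3.10 percentile), with clusters of several lineages counted as mesenchyme (4.93) and with the Reactome set (25.4). Macrophages' part of the Tgfb1 UMIs of Lipo-PBS moved from 3.03% to 3.87% with every deposited cell kept. That of Lipo-Clo moved from 1.78% to 2.46% with doublets kept, 2.41% with at least 500 genes per cell, 2.54% with every deposited cell kept and 2.74% with each library clustered on its own. The log2 ratio of Tgfb1 CPM in macrophages moved from 0.33 to −0.26 with at least 500 genes per cell and −0.36 with each library clustered on its own. By construction osteoclast-like clusters count as macrophages in those 2 settings, and whether this moved Tgfb1 was not tested.

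Among 36 named genes under 15 settings (540 values), 526 had the sign of the main value. With clusters of several lineages counted as mesenchyme, Ngp turned to −1.23, Odam to −0.38, S100a8 to −0.62, S100a9 to −0.79 and Camp to −0.90, and the cause was not tested. No alternative chosen beforehand turned a gene whose interval lay clear of 0. Depth limits Gli1 and Mki67, whose intervals include 0, and each statement on macrophage subsets.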

Differences from the paper's values

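No test was added here. Alternatives fixed before the data were examined are named below where they bring a value within the paper's, and later ones are marked.

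The paper states 332 genes lower in Lipo-Clo mesenchyme, and 715 were lower here by the size rule. Of the 15 alternatives set beforehand, only the 1.5-fold limit (229) came within 1.5 times the paper's number. The other 14 did not, from 45 at 2-fold to 2841 over all genes with at least 20 UMIs, with 520 under DESeq2's size factors the nearest above. The numbers are of different kinds, since genes were counted here by size with no test.

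Mfap5 lies at about −0.8 in Fig. 4D, read by eye, and had a log2 ratio of −0.99 here. Cells thinned to 1000 UMIs gave −0.86, within the reading error, and the other 11 set beforehand did not come within it. Clusters of several lineages counted as mesenchyme gave −0.89, a setting chosen after seeing the values. Mgp lies at about −1.3 in Fig. 4D, read by eye, and had −1.42 here. Cells of at least 500 genes (−1.39), each library clustered on its own (−1.34), TMM factors (−1.39), DESeq2 size factors (−1.36) and thinned cells (−1.39) came within the reading error, and the other 7 set beforehand did not.

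Macrophages of Lipo-Clo number about 200 in Fig. S4E, read by eye, and 121 here. Doublets kept (170), at least 500 genes per cell (160), every deposited cell kept (177), each library clustered on its own (196) and the call by C1q UMIs (157) came within 1.5 times the figure's number. Leiden at 0.5 and at 2 and leaving out erythroid cells, which all give 121, did not. The osteoclast-like cluster added to the macrophages gave 172, a setting chosen after seeing the values.

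Col1a1-high macrophages number about 68 in Lipo-PBS and about 41 in Lipo-Clo in Fig. S4E, read by eye, and 35 and 15 here. Doublets kept (46 and 37), every deposited cell kept (59 and 39) and each library clustered on its own (52 and 28) came within 1.5 times both numbers, and the other 5 set beforehand did not.

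The paper states more genes higher than lower in Lipo-Clo mesenchyme, and here 41.4% of the genes past the limit were higher. DESeq2's size factors (61.0% higher) and TMM factors (51.3% higher) gave more higher than lower genes, and the other scaling set beforehand, totals without mitochondrial, haemoglobin and ribosomal protein genes (31.0%), did not. The paper's text counts fewer mesenchymal subclusters than its Fig. 4B and C draw, and 15 were found here. The paper's text describes the Col1a1-high subset as high in TGF-β and names no isoform. Here its Tgfb1 level was lower than in other macrophages, by a log2 ratio of −0.64 (−1.23 to −0.10) in CPM. Tgfb2, one of the markers that named the subset, was not resolved on 4 and 5 UMIs (1.12, −1.22 to 3.33). C1qa (−0.81), Lyz2 (−0.99) and Csf1r (−1.02) fell as well, and per cell Tgfb1 was not lower (0.680 UMIs against 0.583), while Tgfb3 was higher on 10 and 3 UMIs. The paper names 4 macrophage subsets, and the main settings gave 3, with an ACP5-high subset under at least 500 genes per cell, Leiden at 2, each library clustered on its own and subclustering at resolution 1.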

Other observations

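Tests chosen only after their results were seen are those of the whole profile and of matched shares for Col1a1-high macrophages, of the mixture of subclusters for higher genes, Mfap5 and the matrix list, of the matrix list in perivascular cells, of the same sign on genes that other classes express at least as highly, of the share of cells with neutrophil or ameloblast transcripts at equal depth, 2 of the 3 on mitochondrial UMIs, and both on the cluster of several lineages. The limits by which the tests were decided were also set afterwards.

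Macrophages with high Col1a1 may be droplets that hold a macrophage and a mesenchymal cell. Of the subset, 51.8% were called doublets when doublets were kept, against 12.1% of other macrophages. Of the latter calls 30 of 37 lay in unnamed subclusters, where 55.6% of cells were called, and CCL2-high and Lgals3-high cells had 1.41% and 4.50%. Mesenchymal genes reached a median of 47.2% of their mesenchymal level (124 genes) and macrophage genes 55.2% of their level in other macrophages (111 genes), which is what 2 cells in 1 droplet would give. Free RNA from mesenchymal cells was weighed as well. The subset's mean Col1a1 UMIs per cell were 2.96-fold (Lipo-Clo) and 3.05-fold (Lipo-PBS) those of the highest named class apart from mesenchyme and cycling cells. Cycling cells carried more than the subset (197 and 128 against 73.5 and 79.1), and the subset was picked for Col1a1. When the like share of cells with the most Col1a1 was taken from 8 other classes, 12 of 16 pairs of class and library reached the subset's level. This second comparison was made after the first and does not separate free RNA from doublets. Macrophages that express Col1a1 stay open, since neither test excludes them.

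Ngp in mesenchyme is a candidate for free RNA from neutrophils, while for Odam and Ambn free RNA from ameloblasts stays open. The epithelial cluster led by Ambn, Amtn and Amelx was a larger share of Lipo-Clo, by a log2 ratio of 0.65 (0.46 to 0.83). The neutrophil list had a median log2 ratio of 2.28 in mesenchyme, with all 8 genes higher, and the ameloblast list 0.92, with all 6 higher. In perivascular cells the medians were 3.03 and 1.38. Some other classes went the other way. The neutrophil list had medians of −0.69 in endothelium and −0.25 in epithelium, and the ameloblast list −0.91 in neutrophils, with 0 of 5 genes higher, and −1.93 on 1 gene in T or NK cells. Single cells with many such UMIs can set these values, so the share of cells with a UMI of each list was taken with cells thinned to 1000 UMIs. For the neutrophil list it was larger in Lipo-Clo in all 8 classes tested other than neutrophils, by log2 ratios of 1.05 to 2.63 that were all clear of 0. For the ameloblast list it was larger in all 8 classes tested other than epithelium, by 0.052 to 0.91, but clear of 0 in only 3. Erythroid transcripts were lower in Lipo-Clo, with a median of −1.15 in mesenchyme. Erythroid cells are the larger share of Lipo-Clo among kept cells but not among all deposited cells (−0.12). Genes were ranked by size if they kept 1 sign in at least 75% of subclusters, mitochondrial and haemoglobin genes left out. The 5 with the largest rise in mesenchyme, S100a8 (2.79), S100a9 (2.55), Ngp, Camp (1.96) and Insl6, include 4 neutrophil genes. Those with the largest fall were Bnc2 (−1.46), Dio2, Ccn2, Nfib (−1.32) and Ecm2. Mgp (−1.42) fell more than Nfib but was lower in only 8 of 12 subclusters.

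A different mixture of mesenchymal subclusters is argued against as the whole cause of the differences. With both libraries weighted to the same mixture, lower genes kept 90.5% of their median ratio and 70.6% of them stayed past the limit, and higher genes kept 88.8% and 55.0%. With subclusters formed without the genes past the limit these values were 97.7%, 80.3%, 87.4% and 53.9%. The matrix list, at −0.084 with the mixture made equal, stayed below its random lists, though much of its fall went with the mixture. For Mfap5 a different mixture may account for nearly all of the difference, which was −0.074 once the mixture was equal.

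A shift shared by all cell classes of a library is a candidate explanation for much of what differs in mesenchyme. Of the genes past the limit, 86.3% had the same sign in the middle one of 10 other classes (68.3% in endothelium to 93.3% in cycling cells). On genes that these classes express at least as highly as mesenchyme, where free mesenchymal RNA cannot set the level, it was 86.1% (63.8% to 94.8%). No random value was computed for this agreement. Of all genes compared, 39.4% (neutrophils) to 65.2% (T or NK cells) were higher in Lipo-Clo. Cycling cells, at the top of both ranges, hold dividing mesenchymal cells at least in part, so their agreement is not that of a separate class. The matrix list lay at the 0.03 percentile of its random lists in perivascular cells, although free mesenchymal RNA stays open there. The TGF-β list lay at the 40.6, 23.3 and 9.31 percentiles in epithelium, endothelium and perivascular cells, so its place in mesenchyme was not shared by these. The PI3K-AKT list had medians of −0.07, 0.00 and 0.09 there (percentiles 6.24, 2.21 and 15.3), and the focal adhesion list −0.04, 0.04 and 0.01 (percentiles 26.6, 30.1 and 1.34). A shared shift can come from the handling of the libraries or from an effect of the liposomes on all cells, which 1 library per condition cannot separate.

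Dissociation stress may contribute, since the stress list lay at the 0.39 percentile of its random lists in mesenchyme, with a median of −0.15 over 18 genes, 14 of them lower in Lipo-Clo. These genes also respond to signals in living tissue, which was not tested. A different mixture of male and female mice is argued against as the whole cause by Y-linked genes that moved apart, with Eif2s3y at −0.032 (−0.27 to 0.20) and Uty at −0.63 (−0.88 to −0.39), and by Xist at 0.05 (−0.03 to 0.13). Ddx3y (−0.52), Kdm5d (−0.36) and the Y-linked genes together (−0.40, −0.52 to −0.28) were lower. Over all cells both Xist (−0.32) and the Y-linked genes together (−0.38) were lower, where such a mixture would move them in opposite directions. A partial contribution stays open.

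Mitochondrial UMIs were a smaller share of Lipo-Clo in each of 11 named classes, by 3.42-fold in epithelium to 6.09-fold in cycling cells, and all 13 mitochondrial genes with at least 100 UMIs were lower. A different mixture of cell classes is argued against by the 3.42-fold difference within the class where it is smallest. Lower expression of oxidative phosphorylation genes as a whole is argued against by the nuclear-coded list, at 0.34. A part of damaged cells in Lipo-PBS is argued against by the spread, since 98.0% of Lipo-PBS mesenchymal cells lay above the median of Lipo-Clo. A difference in handling between the libraries and an effect of the liposomes stay open.

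A cluster led by Acta2, Tagln, Igfbp7 and Mgp with markers of several lineages held 701 Lipo-PBS and 22 Lipo-Clo cells. Droplets that hold free RNA of the whole library and doublets of 2 cells cannot be told apart here. Its summed profile correlated with the rest of the library at 0.972, but a sum over barcodes of several lineages would do so in both cases. Against free RNA alone, its Lipo-PBS barcodes had a median of 3254 UMIs, above the 2678 of the library, and a mean doublet score of 0.0987 against 0.0538 for named classes. Its barcodes carried markers of 5.17 of 10 lineages on average, between the 4.29 of simulated sums of 2 cells and the 7.26 of simulated draws from pooled RNA. The depths of these differed. Against doublets alone, the simulated sums had a median of 5633.5 UMIs, above the 3254 of the cluster, and still carried fewer lineages. The draws from pooled RNA had a median of 3338.5 UMIs. Cells of named classes with as many UMIs carried 2.91.

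For genes the paper examines by other assays, the log2 ratios in mesenchyme were 0.23 (−0.22 to 0.69) for Gli1, −0.27 (−0.64 to 0.09) for Mki67, 0.62 for Dspp, 0.29 for Nes and −0.49 for Postn. Of the hedgehog list 3 genes were in use, with a median of −0.00 at the 56.7 percentile. Over all genes with at least 20 UMIs, the 7 hedgehog genes had a median of −0.30 at the 4.36 percentile (5 lower, 2 higher). Of the cell-cycle list 3 genes were in use, all higher, with a median of 0.41 at the 99.3 percentile. With cells thinned to 1000 UMIs the median was 0.14, at the 68.3 percentile. Its 20 genes with at least 20 UMIs had a median of 0.37 at the 100 percentile (18 higher, 2 lower). Neither Mki67 nor this list settles division in mesenchyme, because Mki67 was among the markers that set cycling cells apart. That class (201 Lipo-Clo and 159 Lipo-PBS cells) had Col1a1 at 32732 CPM, close to the 36688 CPM of mesenchyme, so dividing mesenchymal cells are at least in part missing from the latter.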
